# Ret finger protein deficiency attenuates adipogenesis in male mice with high fat diet-induced obesity

**DOI:** 10.1038/s12276-025-01553-7

**Published:** 2025-09-18

**Authors:** Yun-Gyeong Lee, Anna Jeong, Yongwoon Lim, Sera Shin, Hosouk Joung, Hye Jung Cho, Su-Jin Lee, Hwang Chan Yu, Hyung-Seok Kim, Kwang-Il Nam, Gwang Hyeon Eom, Byung-Hyun Park, So-Young Park, Duk-Hwa Kwon, Hyun Kook

**Keywords:** Transcriptional regulatory elements, Obesity, Disease model

## Abstract

Ret finger protein (RFP, also known as TRIM27) is a multifunctional E3 ubiquitin ligase implicated in transcriptional regulation. While previously reported to repress myogenesis, its role in adipose tissue metabolism remains unclear. Here, using both global and adipocyte-specific RFP-knockout male mice subjected to high-fat diet feeding, we found that RFP deficiency markedly attenuated body weight gain, adipose tissue expansion and adipocyte hypertrophy, while improving glucose tolerance, insulin sensitivity and circulating lipid profiles. Indirect calorimetry demonstrated significantly increased whole-body energy expenditure, independent of food intake or physical activity. Consistent with these murine findings, RFP expression was elevated in omental adipose tissue from obese human subjects, underscoring the translational relevance. Mechanistic studies revealed that RFP physically interacts with PPAR-γ and enhances its transcriptional activity, thereby promoting expression of adipogenic target genes such as AP2 and adiponectin. Loss of RFP suppressed adipocyte differentiation both in vivo and in vitro. Collectively, our findings identify RFP as a positive regulator of adipogenesis and systemic metabolism via PPAR-γ activation. Genetic ablation of RFP confers resistance to high-fat diet-induced obesity, suggesting that targeting RFP may represent a potential therapeutic strategy for obesity and related metabolic disorders.

## RFP deficiency reduces obesity and enhances metabolism

Obesity is a growing global issue, leading to health problems such as diabetes and heart disease. Researchers are exploring new ways to tackle obesity by studying the role of a protein called Ret finger protein (RFP). RFP is known for its involvement in various cellular processes, including muscle development and protein regulation. This study investigates the role of RFP in fat cell development and its potential as a target for obesity treatment. The researchers used mice genetically modified to lack RFP and fed them a high-fat diet to study obesity. They found that mice without RFP gained less weight and had better glucose metabolism compared with normal mice. This suggests that RFP plays a role in fat accumulation and metabolism. The study also showed that RFP interacts with PPAR-γ, a key regulator of fat cell development, enhancing its activity.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

The global burden of obesity and its related metabolic disorders has reached epidemic proportions, with the World Health Organization reporting that 43% of adults worldwide are overweight and 16% are obese^1,2^. These conditions important exaggerate the risk of various complications, such as type 2 diabetes, cardiovascular diseases and certain types of cancers^3^. Adipose tissue, previously considered merely a passive energy storage organ, is now recognized as a dynamic endocrine organ that plays an important role in the maintenance of whole-body energy homeostasis^4^. Thus, the complex process of adipogenesis, a process of differentiation of preadipocytes into mature adipocytes, contributes the appropriate functions of adipose tissue.

Ret finger protein (RFP), first identified as a gene involved in the RET oncogene rearrangement, is a member of the tripartite motif (TRIM, thus also known as TRIM27) protein family characterized by its typical structure of RING finger, B-box and coiled-coil domains^5,6^. RFP has been implicated in diverse cellular processes including innate immunity^7^, cell proliferation^8^ and transcriptional regulation^9^. RFP has E3 ubiquitin ligase activity with its RING finger domain, which enables the regulation of protein stability by ubiquitination-mediated proteasomal degradation^6,10^. Additionally, RFP functions as a transcriptional regulator through its interactions with diverse transcription factors^11^.

Our previous works revealed a crucial role for RFP in skeletal muscle differentiation, where it acts as a negative regulator of myogenesis through dual mechanism: acting as a transcriptional repressor^12^ and functioning as an E3 ligase to promote Pax7-mediated MyoD degradation^13^. Interestingly, in our investigation on the role of RFP in muscle injury, we observed a notable increase in intramuscular vacuoles^13^ in RFP knockout (KO) mice after muscle injury, which were suspected to contain lipids. These results suggest the potential involvement of RFP in lipid metabolism, which led us to hypothesize that RFP might serve as a regulator coordinating the balance between myogenic and adipogenic differentiation. However, despite these implications, the specific role of RFP in lipid metabolism and adipose tissue regulation remains largely unexplored. Given the need for novel therapeutic targets in obesity and metabolic disorders, our preliminary observations of potential role of RFP in lipid metabolism require further investigation. Here, we demonstrate that RFP functions as a key regulator of adipogenesis through its interaction with PPAR-γ and that genetic ablation of RFP protects against diet-induced obesity and metabolic dysfunction. Our findings identify RFP as a promising therapeutic target for obesity and related metabolic disorders, providing new insights into the molecular mechanisms in adipose tissue regulation.

## Materials and methods

### Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee of Chonnam National University Medical School (nos. CNU-IACUC-H-2023-42 and CNU-IACUC-H-2024-4) and followed the Guide for the Care and Use of Laboratory Animals (eighth edition, National Academies Press). RFP KO mice were as previously described^13^. Adult male RFP KO mice and wild-type (WT) littermates (8−10 weeks old) were randomly divided into two groups, and provided with either a normal diet (ND; RodFeed) or a 60% high-fat diet (HFD; D12492, Research Diets) during 10 or 12 weeks. Food intake and body weight were monitored once every 3 days throughout the study.

*RFP*^*flox/flox*^ mice (B6.*Trim27*^*em1flox*^/N) were generated by Cyagen Biosciences and *Adipoq-Cre* mice were obtained from Dr. Hail Kim (Korea Advanced Institute of Science and Technology). To create adipocyte-specific RFP conditioned KO mice (cKO; *Adipoq-Cre;RFP*^*flox/flox*^), we performed crosses between *RFP*^*flox/flox*^ and *Adipoq-Cre* mice. HFD feeding was carried out in the same manner as with RFP KO male mice.

Intraperitoneal glucose tolerance tests (2.5 g/kg of body weight) and insulin tolerance tests (0.75 U/kg of body weight) were performed on male mice after a 6 h fast as described previously^14^. Tail vein blood glucose levels were measured at 0, 15, 30, 60, 90 and 120 min after injection using a handheld glucometer (Bayer). The data were subsequently graphed as a baseline-corrected area of the curve (AOC), as previously described^15^.

Indirect calorimetry was performed on male mice after HFD using an Oxymax/CLAMS metabolic cage system (Columbus Instruments). Each mouse was housed individually in a chamber, as described previously^16^. Following a 24-h acclimatization period to the metabolic cages, key metabolic parameters including respiratory exchange ratio (VCO_2_/VO_2_), energy expenditure, food intake and physical activity were continuously monitored for 48 h. Experiments were conducted under ad libitum feeding conditions in an environmental room maintained at 20–23 °C with a 12-h light–dark cycle (6:00–18:00).

### Human samples

For the quantitative PCR with reverse transcription (RT−qPCR) analysis of adipogenic and lipogenic gene expression, omental fat tissues were isolated from postmortem human specimens at the Department of Forensic Medicine, Chonnam National University Medical School (IRB no. 906-250219-BR-013-02).

For the confirmation of RFP intracellular localization, omental fat specimens were obtained from human cadaveric donors during educational dissections conducted by medical students at the Department of Anatomy, Chonnam National University Medical School. The dissection procedures adhered to the ethical principles outlined in the Declaration of Helsinki (64th WMA General Assembly) and followed both local and international guidelines for anatomical research using human cadaveric donors^17^.

### Histology

Mouse fat tissues were fixed in a 4% paraformaldehyde. Subsequently, paraffin blocks were cut into sections with a thickness of 8 μm. Fat tissue sections were stained with H&E for examination under a light microscope. To assess adipocyte area within the chosen fat tissue sections, ZEN blue software (Carl Zeiss) was used. For immunofluorescence staining, sections were deparaffinized and then immunostained with antibodies against Plin1 (Progen) or RFP (IBL). After washing with PBS, secondary antibodies (Alexa Fluor 488-conjugated goat anti-mouse or Alexa Fluor 568-conjugated goat anti-rabbit, Invitrogen) were incubated overnight at 4 °C. Sections were then counterstained with 4′,6-diamidino-2-phenylindole (DAPI; Invitrogen).

### Biochemical analysis

Male mice were humanely euthanized using carbon dioxide after overnight fasting for biochemical analysis, in accordance with the AVMA Guidelines for the Euthanasia of Animals (2020 edition). Plasma levels of various analytes were determined using specific kits as per the manufacturer’s instructions. The following parameters were measured: insulin (Invitrogen), free fatty acid (FFA; Abcam), glycerol (Sigma-Aldrich), leptin (Invitrogen), adiponectin (Invitrogen), triglyceride (TG; Cayman Chemical).

### mRNA sequencing analysis

To explore how RFP deficiency affects gene expression, we subjected WT and RFP KO male mice to a 12-week HFD regimen and utilized epididymal white adipose tissue (eWAT) for mRNA sequencing analysis. Total RNA was isolated using Trizol reagent (Invitrogen), and RNA quality and quantity were assessed using a TapeStation 4000 System (Agilent Technologies) and Qubit 4 fluorometer (Thermo Fisher Scientific), respectively. Libraries were prepared using the CORALL RNA-Seq V2 Library Prep kit (Lexogen), with mRNA isolated using the Poly(A) RNA selection kit (Lexogen). Indexed libraries were enriched by PCR, and quality was confirmed using TapeStation HS D1000 screen tape. Sequencing was performed on a NovaSeq 6000 platform (Illumina) with paired-end 100 sequencing.

Raw data quality control was conducted using FastQC and trimming was performed with Fastp. Reads were mapped to the reference genome using STAR and read quantification was processed with Salmon. Normalization and differential expression analysis were performed using the TMM + CPM method in Python’s conorm package, and visualization was conducted using ExDEGA (Ebiogen). mRNA expression data have been deposited in the GEO database under accession code GSE283657.

### Plasmids and siRNA

The *pFlag-CMV2-human RFP* (Flag−RFP) construct was obtained from Dr. Takahashi (Nagoya University School of Medicine). The *pCS4-HA-PPAR-γ* (HA−*PPAR-γ*) construct was obtained from Dr. Kwang Youl Lee (Chonnam National University School of Medicine)^18^. The siRNA against RFP was purchased from Bioneer. Cells were transfected with siRNA (60 nM) using Lipofectamine RNAi MAX (Invitrogen) according to the manufacturer’s instructions. The siRNA sequences are provided in Supplementary Table 1.

### Cell culture

The 3T3-L1 murine preadipocytes (CL-173) and HEK293T fibroblasts (CRL-3216) used for coimmunoprecipitation were obtained from the American Type Culture Collection (ATCC). Culture media were supplemented with antibiotics (penicillin and streptomycin, Life Technologies Corporation). Cells were cultured in DMEM containing 10% bovine calf serum (BCS) or fetal bovine serum (FBS). Cells were maintained at 37 °C in a humidified environment with 5% CO_2_. Primary adipocytes and stromal vascular fraction cells (SVCs) were isolated from eWATs of male mice through digestion with collagenase (type 2, Worthington Biochemical Corporation) as described previously^19^.

### Adipocyte differentiation

The 3T3-L1 preadipocytes and SVCs differentiation was induced as described previously^20^. The cells were allowed to grow for 2 days after reaching confluence in a culture medium consisting of DMEM−10% BCS. To induce the differentiation process, we introduced the differentiation medium, which included 0.5 mM 3-isobutyl-methylxanthine, 1 μM dexamethasone and 10 μg/ml insulin, into a DMEM−10% FBS culture medium. After an additional 2 days, the cells were maintained in DMEM−10% FBS with 10 μg/ml insulin for another 2 days. Following this, the culture medium was changed to DMEM−10% FBS every 2 days over the course of the next 4 days.

### Western blotting and coimmunoprecipitation

Western blotting and coimmunoprecipitation were performed as described previously^21^. Briefly, tissue homogenates and cell lysates were separated by SDS−PAGE using a 10−15% gel and transferred onto PVDF membranes overnight at 100 mA. Following blocking with 5% skim milk, the blots were incubated with primary antibodies: anti-RFP (1:500, IBL), anti-PPAR-γ (1:1,000, Cell Signaling Technology), anti-FABP4 (AP2, 1:1,000, Cell Signaling Technology), anti-adiponectin (1:1,000, Cell Signaling Technology), anti-Flag (1:5,000, Sigma-Aldrich), anti-HA (1:2,000, Sigma-Aldrich), anti-HSP90 (1:1,000, Cell Signaling Technology) and anti-β-actin (1:500, Sigma-Aldrich) overnight at 4 °C. After incubation with primary antibodies, the membranes were incubated in HRP-conjugated secondary anti-rabbit or anti-mouse antibodies for 1 h at 25 °C. Protein bands were detected using an Azure c300 (Azure Biosystems) chemiluminescent western blot imaging system. For coimmunoprecipitation, proteins were incubated with primary antibodies overnight at 4 °C. The immune complexes were precipitated using protein A/G beads for 2 h at 4 °C. After washing, the immunoprecipitates were separated by SDS−PAGE and immunoreactive bands were detected using an Azure c300 (Azure Biosystems).

### RNA isolation and qPCR

Total RNA was isolated from the cells or tissues using TRIzol reagent (Molecular Research Center). cDNA was synthesized using ReverTra Ace cDNA synthesis kits (Toyobo) and analyzed with qPCR using QuantiTect SYBR Green-based PCR kits (Qiagen) on a Rotor-Gene Q real-time PCR cycler (Qiagen). The relative expression of genes were calculated on the cycle threshold values using the 2^−ΔΔCt^ method. All data were normalized to GAPDH. The primers used for PCR are provided in Supplementary Table 1.

### Oil red O staining

Oil red O staining was performed as previously described^22^. After adipogenic differentiation, all media was removed and cells were fixed in 10% formalin for 5 min at room temperature. Formalin was replaced with the same volume of fresh formalin and incubated for 1 h. After removing the formalin, cells were washed with distilled water and incubated with 60% isopropanol for 5 min. The wells were dried completely and then stained with Oil red O working solution (60%, O1391, Sigma-Aldrich) for 10 minutes at room temperature. Oil red O was then removed and the wells immediately washed with distilled water three or four times. Red-stained lipid droplets were confirmed with a microscope. The stained lipid droplets were destained and quantified through absorbance measurements using a plate reader.

### Measurement of cell FFA

Primary adipocytes (2 × 10^5^) obtained from WT and RFP KO male mice were washed three times with PBS. Isoproterenol (ISP) was then added for 4 h to release FFA, and the cell supernatants were collected. FFA concentration was measured using a FFA assay kit (Abcam).

### Luciferase assay

The AP2 promoter plasmid, containing the luciferase-coding sequence under the transcriptional control of a 5400-bp-long fragment having both the enhancer and promoter elements of AP2 gene promoter, was further subcloned into a promoterless pGL3-Basic vector^23^. The PPAR-γ responsive element (PPRE) reporter was generated by inserting three copies of the DR1 sequence (TTCTGACCTATGACCTGG) into the pGL2-based basal reporter plasmid pTK-luc^24^. The luciferase assay was performed as previously described^21^. Next, 3T3-L1 cells were seeded into 24-well plates. When the cell confluency reached around 70–80%, cells were cotransfected with either 100 ng of empty pGL3UC vector or pGL3UC vector with AP2, along with si-RFP or RFP using Lipofectamine 3000. This method was repeated for the PPRE promoter. Luciferase and galactosidase activities were measured 48 h after transfection with the dual luciferase reporter assay system (Promega) following the manufacturer’s protocol. Luciferase activity was normalized by β-galactosidase luciferase activity.

### PLA

Protein interactions were assessed using a Duolink in situ red starter proximity ligation assay (PLA) kit (Sigma-Aldrich) following the manufacturer’s protocol. Cells were fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton X-100 in 1× PBS and blocked with Duolink blocking buffer in a humidified chamber at 37 °C for 1 h. The cells were incubated with anti-RFP and anti-PPAR-γ antibodies overnight at 4 °C, followed by treatment with Duolink PLA probes (anti-rabbit Minus and anti-mouse Plus) for 1 h in a humidified chamber at 37 °C. After washing, PLA signals were generated through a ligation reaction for 30 min, followed by amplification for 90 min, both conducted in a a humidified chamber at 37 °C. Slides were mounted with ProLong Diamond Antifade Mountant with DAPI (Invitrogen) and images were captured using a Zeiss LSM880 confocal laser scanning microscope (Carl Zeiss).

### Chromatin immunoprecipitation

Chromatin immunoprecipitation assays were performed by using an EpiQuik chromatin immunoprecipitation kit (EpigenTek) according to the manufacturer’s instructions. Briefly, 3T3-L1 and HEK293T cells were treated with 1% formaldehyde for 10 min for crosslinking between proteins and DNA and sonicated to shear the chromatin into fragments of <500 bp. The chromatin complex was immunoprecipitated with anti-PPAR-γ or anti-HA, while the negative control was immunoprecipitated with nonimmunized IgG. The DNA fragments were detected by PCR. The primers used for PCR are provided in Supplementary Table 1.

### Electrophoretic mobility shift assays

*pCS4-HA-PPAR-γ* (HA−PPAR-γ) and *pFlag-CMV2-RFP* (Flag−RFP) were separately transfected to HEK293T cells. The lysates of HA−PPAR-γ-transfected cells were mixed with Flag−RFP-transfected cell lysates or mock-transfected cell lysates and subsequently incubated with biotinylated double-stranded oligonucleotides of PPRE present in the AP2 promoter for the gel shift assay. Anti-HA antibody was employed to demonstrate the supershift of PPAR-γ.

### Statistical analysis

Statistical analyses were conducted using IBM SPSS Statistics 26 (IBM) and GraphPad Prism software version 8. Data normality was assessed using the Shapiro−Wilk test. For data confirmed as normally distributed, parametric tests were applied, including a two-tailed Student’s *t*-test or analysis of variance (ANOVA) with subsequent post hoc analysis, depending on the number of groups (two or more). For comparisons involving more than two groups, one-way or two-way ANOVA was used, and variance homogeneity was tested with Levene’s test. For post hoc tests, Tukey’s honestly significant difference test or Bonferroni’s test was used for multiple comparisons with equal variance, and Dunnett’s T3 test or Šidák’s test for comparisons in unequal variance. For non-normally distributed data, as determined by the Shapiro−Wilk test, nonparametric methods were employed: the Kruskal−Wallis test with a Bonferroni adjustment or the Mann−Whitney *U* test, depending on the number of groups being compared. Statistical significance was confirmed for a *P* value of <0.05, and all *P* values are indicated in the corresponding figure legends.

## Results

### The expression of RFP is elevated in obesity

To investigate the role of RFP in lipid metabolism and its contribution to the homeostasis in skeletal muscle and in adipose tissue, we first investigated changes in RFP expression in HFD-fed WT mice. HFD administration substantial increased the protein levels of adipogenic markers, including AP2 and adiponectin in epididymal adipose tissue (Fig. 1a, rows two and three). Notably, RFP protein levels were also elevated in response to HFD (Fig. 1a, first row). To extend our findings to human subjects, we investigated the expression of RFP, along with adipogenic markers (AP2 and Adipsin) within human omental specimens. RFP and adipogenic marker expression showed an increase in obese subjects (Fig. 1b). Furthermore, immunofluorescent analysis revealed that RFP was co-localized with nuclei in the periphery of the tissue and the expression was increased in the omentum samples from obese individual compared with those from lean individuals obtained from cadaveric samples (Fig. 1c).

**Fig. 1:**
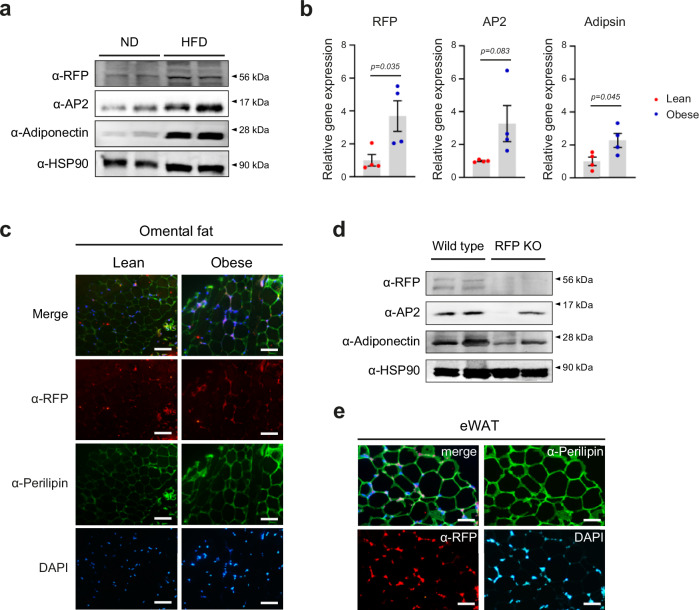
RFP expression is elevated in obese condition. **a** Western blot analysis of eWAT from WT mice after ND or HFD feeding. **b** qPCR analysis of RFP and adipogenic marker (AP2 and Adipsin) expression in autopsied fat tissue from obese human subjects. All data are presented as mean ± s.e.m. Statistical analysis was performed using unpaired Student’s *t*-tests. **c** RFP expression of omental fat tissue from lean and obese individuals. Scale bar, 100 μm. **d** Western blot analysis of adipose tissue from WT and RFP KO mice. **e** Immunofluorescence staining of eWAT from HFD-fed mice. Scale bar, 50 μm.

We next investigated the phenotype of RFP KO mouse. Analysis of adipose tissue obtained from RFP KO mice revealed a dramatic downregulation of adipogenesis-related proteins, such as AP2 and adiponectin (Fig. 1d). To further characterize the function of RFP, we examined its subcellular localization in adipose tissue of HFD-fed mice using immunofluorescence staining. RFP is predominantly localized in the nucleus in the periphery of the adipocytes, indicating potential roles within the nucleus (Fig. 1e). Taken together, these findings imply that RFP functions as a novel regulator of lipid metabolism and may play a critical role in lipid metabolic disorders.

### RFP deficiency protects against HFD-induced obesity

HFD feeding led to excessive accumulation of adipose tissue through increased energy intake, triggering obesity-associated metabolic disorders^25,26^. To investigate whether RFP deficiency affects HFD-induced obesity, we challenged both WT and RFP KO mice with HFD and monitored their metabolic responses. Notably, while WT mice developed significant increases in body weight and notable increases in fat mass upon HFD feeding, RFP KO mice exhibited remarkable resistance to HFD-induced weight gain and fat accumulation (Fig. 2a, b). Food intake did not differ significantly between WT and RFP KO mice (Supplementary Fig. 1a).

**Fig. 2:**
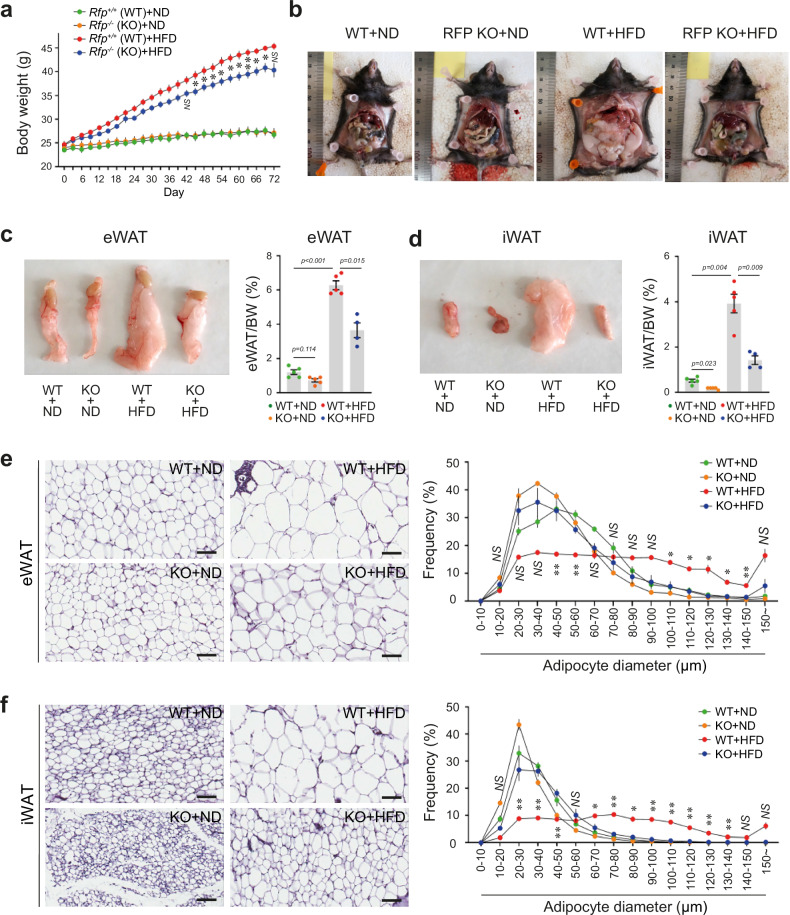
RFP deficiency protects against HFD-induced obesity in male mice. **a**, **b** Body weight (**a**) and fat mass (**b**) in WT and RFP KO mice after ND or HFD feeding. *n* = 5. Statistical analysis was performed using one-way ANOVA with post hoc Tukey’s test. **c**, **d** Weights of eWAT (**c**) and iWAT (**d**). *n* = 5. Statistical analysis was performed using one-way ANOVA with post hoc Dunnett’s T3 test. **e**, **f** H&E-stained sections of eWAT (**e**) and iWAT (**f**). Scale bar, 100 μm. *n* = 4. Statistical analysis was performed using a one-way ANOVA with post hoc Dunnett’s T3 test. All data are presented as mean ± s.e.m.

Adipose tissue regulates insulin sensitivity and energy balance; white adipose tissue (WAT) stores excess energy, while brown adipose tissue (BAT) is responsible for thermogenesis^27^. WAT dysfunction in obesity contributes to metabolic disorders such as type 2 diabetes^27,28^. In mice, eWAT is analogous to human visceral fat, while inguinal WAT (iWAT) is analogous to human subcutaneous fat^29^. Both eWAT and iWAT weights were significantly lower in HFD-fed RFP KO mice compared with WT controls (Fig. 2c, d). BAT weight showed no significant difference between WT and RFP KO mice (Supplementary Fig. 1b). While HFD increased the expression of adipose-related proteins such as AP2 and adiponectin in WT mice, these changes were markedly attenuated in RFP KO mice (Supplementary Fig. 1c). Histological analysis using H&E staining further demonstrated that RFP deficiency protected against HFD-induced adipocyte hypertrophy (Fig. 2e, f). The graphs in Fig. 2e, f show the frequency distribution of adipocyte diameters. WT mice (green dots) predominantly exhibit adipocytes in the ~40−50 μm range. In contrast, HFD feeding (red dots) induces a shift toward larger adipocytes, particularly in the ~80−140 μm range, indicating hypertrophy. This hypertrophic shift is mitigated in RFP-deficient mice (blue dots). Quantitative analysis was consistent with these findings, showing significantly smaller adipocytes in RFP KO mice (Supplementary Fig. 1d).

Subsequently, we examined the expression of adipogenic and lipogenic genes in eWAT obtained from HFD-treated WT and RFP KO mice. While HFD treatment upregulated the expression of all genes examined, this increase was significantly attenuated in eWAT from RFP KO mice compared with WT controls (Supplementary Fig. 2a, b).

### RFP deficiency improves glucose and lipid metabolism in HFD-fed mice

HFD feeding impairs lipid and glucose homeostasis by disrupting insulin signaling pathways, leading to a decrease in glucose uptake and an increase in insulin resistance, thereby compromising overall metabolic health^30,31^. To assess HFD-induced metabolic dysfunction, we performed a glucose tolerance test (GTT) and insulin tolerance test (ITT). While HFD impaired glucose tolerance in WT mice (red dots), glucose metabolism was significantly improved in RFP KO mice fed with HFD (Fig. 3a–c, blue dots). Furthermore, RFP KO mice maintained normal insulin levels under HFD conditions (Fig. 3d−f, blue dots), whereas WT mice developed hyperinsulinemia (Fig. 3d, red dots). HFD-induced insulin resistance observed in WT mice was significantly attenuated in RFP KO mice (Fig. 3e, f).

**Fig. 3:**
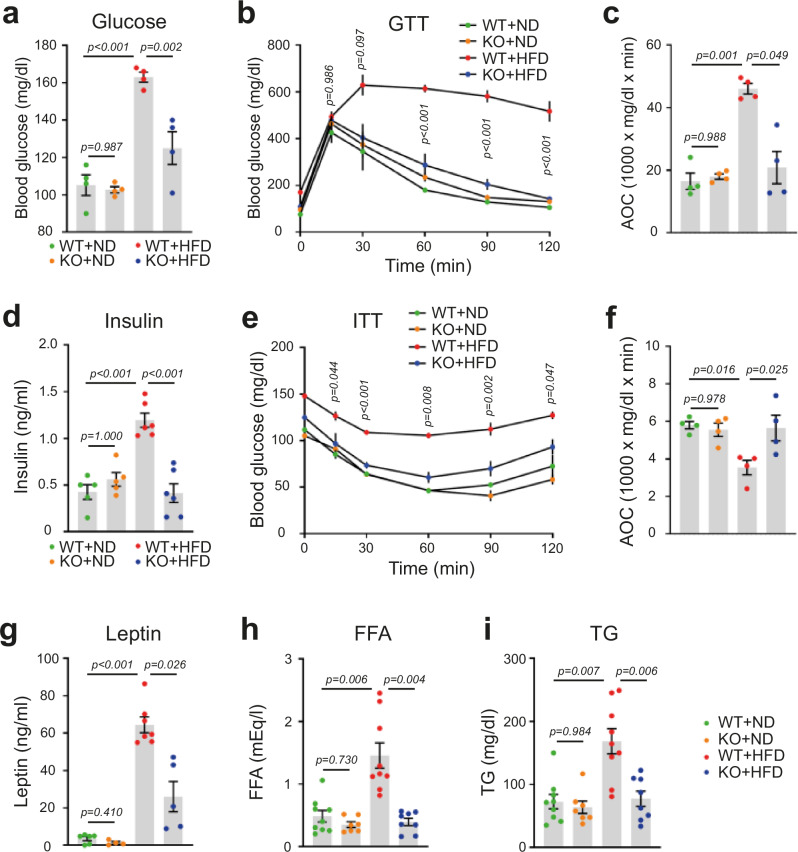
RFP deficiency improves glucose and lipid metabolism in HFD-fed male mice. **a**−**c** Blood glucose levels (**a**), GTT (**b**) and AOC (**c**) from the GTT on WT and RFP KO mice after ND or HFD feeding. *n* = 4. Statistical analysis was performed using one-way ANOVA with post hoc Tukey’s test (**a** and **b**) and Dunnett’s T3 test (**c**). **d**−**f** Blood insulin levels (**d**), ITT (**e**) and AOC (**f**) from ITT on WT and RFP KO mice after ND or HFD feeding. *n* = 4~6. Statistical analysis was performed using one-way ANOVA with post hoc Tukey’s test (**d** and **e**) and Bonferroni’s test (**f**). **g**−**i** Analysis of serum metabolic parameters including leptin (**g**), FFA (**h**) and TG (**i**) of WT and RFP KO mice after ND or HFD feeding. *n* = 4~9. Statistical analysis was performed using one-way ANOVA with post hoc Dunnett’s T3 test (**g** and **h**) and Bonferroni’s test (**i**). All data are presented as mean ± s.e.m.

Adipocyte-derived leptin plays an important role in the regulation of appetite and energy homeostasis, while circulating TG serves as the primary form of lipid transport for energy storage^32^. Dysregulation of leptin signaling (leptin resistance) and increased serum TG levels are associated with obesity-related disorders and insulin resistance^33,34^. RFP KO mice maintained lower levels of leptin, FFA and TG compared with WT mice (Fig. 3g–i). FFAs are primarily released into the bloodstream through adipose tissue lipolysis. Despite reduced fat accumulation, RFP KO mice showed minimal increases in serum FFA levels compared with the ND group. This may be due to their significantly lower total adipose tissue mass under HFD condition.

To further investigate the attenuated metabolic phenotypes, such as hyperglycemia and increased insulin resistance, in RFP KO mice from an energy metabolism perspective, we performed indirect calorimetry. Our analysis revealed that energy expenditure was increased in RFP KO-HFD mice (Supplementary Fig. 3a); however, energy intake, activity and heat production, which can influence energy expenditure, showed no significant differences compared with WT-HFD controls (Supplementary Fig. 3b−d). Collectively, these findings demonstrate that RFP deficiency robustly improves systemic glucose and lipid metabolism in HFD-fed mice, at least partially by enhancing energy expenditure.

### Adipocyte-specific RFP deficiency attenuates HFD-induced obesity

Our findings from global RFP KO mice demonstrated protection against HFD-induced metabolic dysfunction. However, metabolic homeostasis is regulated by complex interorgan communications involving multiple metabolically active tissues, including adipose tissue, liver, skeletal muscle and intestine^35,36^. Given that these organs can independently or cooperatively influence systemic metabolism and body weight regulation, it was crucial to determine whether the observed metabolic improvements in RFP KO mice were primarily mediated by adipose tissue or other metabolic organs. To address this question, we generated adipocyte-specific RFP KO (RFP cKO) mice using the Adipoq-Cre system (Supplementary Fig. 4a, b).

RFP cKO mice showed overall similar metabolic phenotypes to global RFP KO mice, particularly in terms of resistance to diet-induced obesity; when challenged with HFD, RFP cKO mice exhibited significant resistance to weight gain and adipose tissue accumulation compared with their control littermates (Fig. 4a–d), despite no significant differences in food intake or BAT weight (Supplementary Fig. 4c, d). Thus, adipocyte-specific deletion of RFP recapitulated the resistance to weight gain observed in whole-body RFP KO mice. Histological analysis of adipose tissue sections further revealed attenuated adipocyte hypertrophy in HFD-fed RFP cKO mice (Fig. 4e, f). Moreover, RFP cKO mice showed improved metabolic parameters, including reduced levels of serum glucose, insulin, leptin, FFA and TG (Fig. 4g–k). Furthermore, indirect calorimetry revealed that RFP cKO mice also exhibited increased energy expenditure compared with their control littermates (Supplementary Fig. 5a), without significant differences in food intake, activity or heat production (Supplementary Fig. 5b−d). Importantly, RFP cKO mice showed similar metabolic improvements to global RFP KO mice, suggesting that adipose tissue, rather than other metabolically active organs such as liver or skeletal muscle, is the primary mediator of RFP’s effects on systemic metabolism. On the basis of these findings, we focused our subsequent mechanistic studies on adipocytes.

**Fig. 4:**
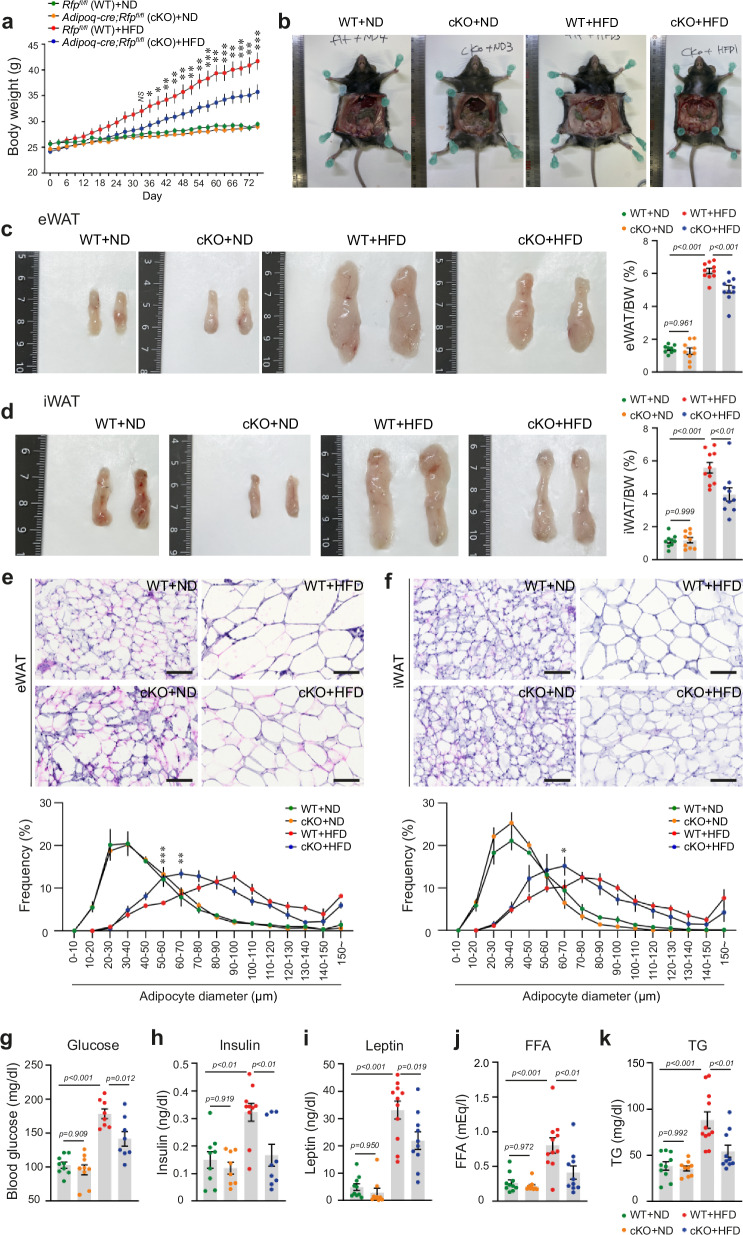
Adipocyte-specific RFP deficiency attenuates HFD-induced obesity in male mice. **a**−**d** Body weight (**a**), adipose tissue morphology (**b**), and adipose tissue mass (eWAT (**c**) and iWAT (**d**)) of RFP flox (WT) and RFP cKO mice after ND or HFD feeding. *n* = 9~10. Statistical analysis was performed using two-way ANOVA with post hoc Tukey’s test (**a**) and one-way ANOVA with post hoc Tukey’s test (**c** and **d**). **e**, **f** H&E-stained sections of adipose tissue (eWAT (**e**) and iWAT (**f**)) in WT and RFP cKO mice after ND or HFD feeding. Scale bar, 100 μm. *n* = 4. Statistical analysis was performed using two-way ANOVA with post hoc Tukey’s test. **g**−**k** Analysis of metabolic parameters (glucose (**g**), insulin (**h**), leptin (**i**), FFA (**j**) and TG (**k**)) of WT and RFP cKO mice after ND or HFD feeding. *n* = 8~11. Statistical analysis was performed using one-way ANOVA with post hoc Tukey’s test. All data are presented as mean ± s.e.m.

### RFP deficiency does not alter adipocyte lipolysis

Our in vivo studies revealed reduced serum FFA levels in RFP KO mice following HFD challenge (Fig. 3h). Since FFAs are primarily released into circulation through adipose tissue lipolysis^37^, we initially hypothesized that RFP might regulate lipolysis. However, the reduction of serum FFA levels could also result from the decrease in total adipose tissue mass rather than impairment of lipolytic activity in individual adipocytes. To distinguish between these possibilities, we conducted both in vivo and in vitro analyses of lipolysis.

Next, we examined fasting-induced lipolysis in WT and RFP KO mice using a feed−fast−refeed protocol (24-h fasting followed by 6-h refeeding). Body weights and adipose tissue masses (eWAT, iWAT and BAT) showed similar changes between WT and RFP KO mice across all feeding conditions (Fig. 5a, b). Histological analysis of eWAT showed similar fasting-induced reduction in adipocyte size between two groups (Fig. 5c). Moreover, fasting-induced increases in serum FFA and glycerol levels, and their normalization upon refeeding, were similar between WT and RFP KO mice (Fig. 5d, e).

**Fig. 5:**
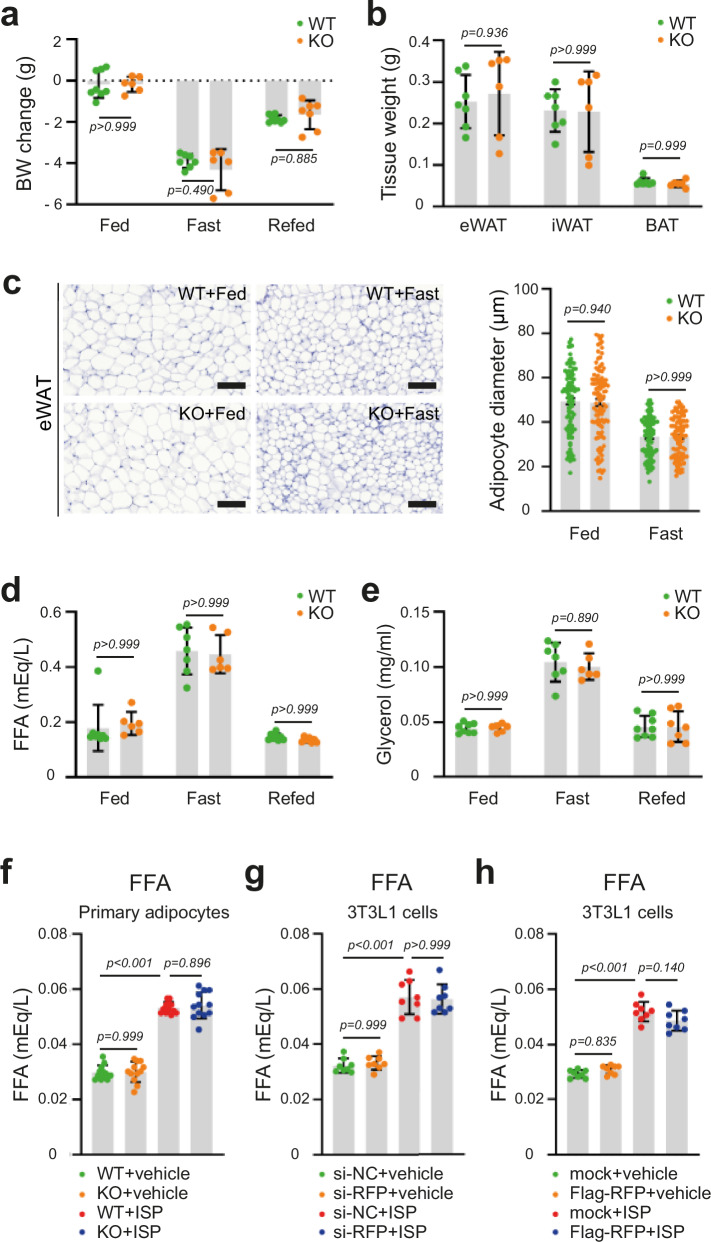
RFP deficiency does not affect lipolytic activity in adipocytes. **a**, **b** Body weight (BW) (**a**) and adipose tissue (eWAT, iWAT and BAT) mass (**b**) in WT and RFP KO mice under feed−fast−refeed conditions. *n* = 6~8. Statistical analysis was performed using two-way ANOVA with post hoc Šidák’s test. **c** Histological analysis of eWAT in fed and fast groups. Scale bar, 100 μm. *n* = 100. Two-way ANOVA with post hoc Šidák’s test. **d**, **e** Serum FFA (**d**) and glycerol (**e**) levels in WT and RFP KO mice of fed, fast and refed groups. *n* = 6~8. Statistical analysis was performed using two-way ANOVA with post hoc Sidak’s test. **f** ISP-induced FFA release in primary adipocytes isolated from eWAT of WT and RFP KO mice. *n* = 12. Statistical analysis was performed using one-way ANOVA with post hoc Tukey’s test. **g**, **h** ISP-induced FFA release in 3T3-L1 adipocytes with RFP knockdown (**g**) or overexpression (**h**). *n* = 8. Statistical analysis was performed using two-way ANOVA with post hoc Šidák’s test. All data are presented as mean ± s.e.m.

To directly assess adipocyte-autonomous lipolytic capacity, we isolated primary adipocytes from the eWAT of WT and RFP KO mice and treated them with ISP to induce FFA release. FFA release from equal numbers of primary adipocytes showed no significant differences between WT and KO mice (Fig. 5f). We next utilized 3T3-L1 cells and tested two types of siRNAs with different sequences in 3T3-L1 cells. Both were confirmed to effectively knock down RFP (Supplementary Fig. 6). Consistent with previous findings, neither RFP knockdown nor overexpression of RFP in 3T3-L1 adipocytes affected ISP-induced FFA release (Fig. 5g, h). Collectively, these results indicate that the reduced serum FFA levels observed in RFP KO mice under HFD conditions probably reflect the decrease in total adipose tissue mass rather than impaired lipolysis in individual adipocyte. These findings suggest that RFP regulates fat accumulation through mechanisms independent of lipolysis.

### Transcriptome analysis reveals altered adipogenesis and lipid metabolism in RFP KO mice after HFD feeding

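Epididymal white adipose tissue (eWAT) holds adipocytes together with macrophages, preadipocytes, vascular cells and the mesothelium that covers the fat pad, and its mRNA was sequenced from 3 male WT mice and 3 male RFP KO mice after 12 weeks on the high-fat diet. The total counts were 16358857, 15216306 and 17215047 in the WT-HFD libraries and 4870239, 13924363 and 13309044 in the RFP KO-HFD libraries. Counts were found for 10758 genes in the library labelled RFP KO-HFD 1, against 16396 to 20278 genes in the other 5. When every library was thinned to 4870239 counts, it held 10588 genes and the others 15406 to 18589. Of 6634 genes at 10 CPM or more in each of the other 5 libraries, 816 (12.3%) had no count in it, among them adiponectin (Adipoq) and perilipin 1 (Plin1). Mitochondrially encoded genes took 22.3% of its counts and 3.39% to 11.1% of the counts of the others. Gm26917, a predicted gene, took 3.39% to 4.18% of the counts in the WT-HFD libraries and 9.53%, 12.5% and 24.5% in the RFP KO-HFD libraries. The methods describe libraries made with the CORALL kit after poly(A) selection, trimming with Fastp, alignment with STAR, quantification with Salmon and TMM and CPM normalization, while the submitters' notes name Trimmomatic and a step that removes ribosomal RNA. From the deposited whole-number counts, 14706 genes passed a filter on low counts and were compared between genotypes with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Gene groups were tested with limma's camera at a preset inter-gene correlation of 0.01, over lists of genes fixed before the data were examined.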

To determine how RFP KO mice were protected from metabolic disorder, we analyzed the transcriptome from isolated eWAT after HFD feeding. 

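Trim27, the gene that encodes RFP, was lower in the RFP KO-HFD libraries, but not evenly so. Its mRNA, normalized by TMM, was 30.8 ± 8.87 CPM (SD, n = 3) in WT-HFD and 9.38 ± 8.69 CPM (SD, n = 3) in RFP KO-HFD. The libraries labelled RFP KO-HFD 2 and 3 held 4.10 and 4.63 CPM, whereas the library labelled RFP KO-HFD 1 held 19.4 CPM, close to the 22.7 CPM of WT-HFD 1. Trim27 lies on chromosome 13 from 21363570 to 21378893 in the coordinates of the deposited table, which its information sheet assigns to GRCm39 and the submitters' notes to mm10. Its log2 fold change was -1.72 (standard error 0.753, adjusted p = 0.76 from edgeR's quasi-likelihood test), and all 3 RFP KO-HFD libraries lay below all 3 WT-HFD libraries. Without the library labelled RFP KO-HFD 1 the log2 fold change was -2.83 (adjusted p = 0.0653 from the same test), and limma-voom with a quality weight for each library gave an adjusted p of 0.0356. In the paper's qPCR of eWAT (Supplementary Fig. 2a, read by eye), RFP mRNA in RFP KO-HFD was about 0.03 of that in WT-HFD. The sequencing gave 0.304, and 0.141 without the library labelled RFP KO-HFD 1. The qPCR need not have used the same mice, so it does not settle the label of this library. Since the targeted gene in that library is near the WT-HFD level, every direction drawn from RFP KO-HFD includes a library whose label Trim27 does not bear out. That library also held hepatocyte transcripts at 4.44% of its counts, against at most 0.028% in WT-HFD. Whether its Trim27 counts come from fat or from other RNA in the library was not tested, so they do not point to a swap with a WT-HFD sample.

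**Figure D1:**
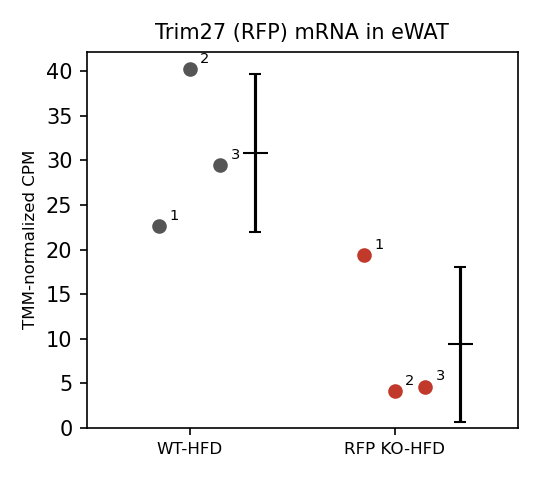
Trim27 mRNA in TMM-normalized CPM (y axis) in each eWAT library of the 2 genotypes (x axis), with points numbered by replicate and the mean and SD of each group beside them. The library labelled RFP KO-HFD 1, at 19.4 CPM, lies nearer to the WT-HFD libraries than to the other RFP KO-HFD libraries.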

First, we obtained statistically significant and differentially expressed genes (DEGs) between HFD-fed WT or RFP KO mice from RNA-sequencing. DEGs were identified based on the criteria of *P* value ≤0.05 and |log_2_ fold change| ≥2. 

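The genes with the smallest p in the direction of higher expression in RFP KO-HFD included 5 small noncoding RNAs, and those in the direction of lower expression included a lipogenic desaturase and genes of matrix and mesothelium. Rn7sk, the 7SK RNA that regulates transcription elongation, was at 10.9 ± 1.06 CPM in WT-HFD and 188.3 ± 41.3 CPM in RFP KO-HFD (SD, n = 3 each), a log2 fold change of 4.11. Rn7s1 and Rn7s2, RNAs of the signal recognition particle, Rpph1, the RNA of RNase P, and Rmrp stood beside it with log2 fold changes of 6.94, 3.18, 5.44 and 4.86. Protein-coding genes took 94.8% to 95.6% of the counts in WT-HFD and 87.3%, 85.9% and 70.8% in RFP KO-HFD 1, 2 and 3. Genes annotated as ribosomal RNA took 0.065% to 0.439% in WT-HFD and 1.76%, 0.453% and 3.58% in RFP KO-HFD. Nearly all of this was the mitochondrial mt-Rnr1 and mt-Rnr2, at 14600 and 21200 CPM of the library's total in RFP KO-HFD 3. The share therefore does not measure cytoplasmic ribosomal RNA. For these noncoding RNAs, a difference between the libraries in RNA make-up cannot be told apart from one of genotype. Irf7, a transcription factor of the interferon response, had a log2 fold change of 2.52, Notch4 of 1.80, Prkce of 1.65, the acute-phase gene Saa1 of 7.38 and Fmo5 of 1.84. Hepatocyte transcripts took 4.44%, 0.108% and 0.192% of the counts in RFP KO-HFD 1, 2 and 3, against at most 0.028% in WT-HFD. Whether RNA of the same source raised Saa1 or Fmo5 was not tested. In the other direction, Scd2, a stearoyl-CoA desaturase, was at 396.9 ± 135 CPM in WT-HFD and 58.3 ± 14.5 CPM in RFP KO-HFD (SD, n = 3 each), a log2 fold change of -2.77. Pls3, Gas1, Ppp3r1, Nudt4, Col6a3 and Dnajc10 had log2 fold changes of -2.00, -3.15, -1.73, -1.76, -2.45 and -1.89. Muc16 and Bnc1, which are expressed in mesothelium, had no count in any RFP KO-HFD library and were at least 41-fold and 24.4-fold lower, against a floor of 3 counts over the group. Cck was at 6.64 CPM in WT-HFD and had a count in 1 RFP KO-HFD library alone.

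None of these genes passed: with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of 14706 genes were at an adjusted p under 0.05, the lowest adjusted p being 0.267, for Rn7sk. At an unadjusted p under 0.05 there were 992 genes. By the other tools, 473 genes passed with DESeq2, 0 with limma-voom, 1059 with limma-voom with quality weights and 1 with a linear model without moderation (Erp44, lower in RFP KO-HFD with a log2 fold change of -0.94). At the study's criteria of p at or under 0.05 and an absolute log2 fold change at or over 2, edgeR gave 675 genes, 442 higher and 233 lower in RFP KO-HFD. Without the library labelled RFP KO-HFD 1 these criteria gave 911 genes, of which 443 were shared with the 675 and all 443 had the same sign, and Rn7sk and Cebpd were the 2 genes at an adjusted p under 0.05. Both fits use the other libraries and the same criteria, so the shared genes and signs are no independent support.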

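The main axis of variation between the 6 eWAT libraries set the library labelled RFP KO-HFD 1 apart from the other 5. The first principal component of the 500 most variable genes held 81.5% of the variance and placed the library labelled RFP KO-HFD 1 at 110, the libraries labelled RFP KO-HFD 2 and 3 at -18.5 and -7.57, and the WT-HFD libraries between -28.3 and -27.6. The second component, with 10.5% of the variance, placed the RFP KO-HFD libraries at 5.03, -13.4 and -27.6 and the WT-HFD libraries at 3.89, 30.5 and 1.53. Across 14706 genes, which are not independent replicates, Pearson's r of the library labelled RFP KO-HFD 1 with the others was 0.536 to 0.59, while that between WT-HFD 1 and WT-HFD 3 was 0.993 and that between RFP KO-HFD 2 and 3 was 0.921. WT-HFD 2 correlated with the other WT-HFD libraries at 0.918 and 0.923.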

Heat map analysis of the DEGs revealed distinct gene expression profiles between the WT-HFD and RFP KO-HFD groups. 

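Among the genes at the study's criteria, more were higher than lower in RFP KO-HFD eWAT when the counts were tested with edgeR. Of these genes, 34.5% were lower in RFP KO-HFD, with an exact binomial interval of 30.9% to 38.2% that treats genes as independent, which they are not. In 394 of the higher genes the library labelled RFP KO-HFD 1 held the highest value of all 6 libraries, and in 165 of the lower genes it had no count. In 384 of the higher and 229 of the lower genes, RFP KO-HFD 2 and 3 also lay beyond every WT-HFD library. The genes were selected for a difference between these same libraries, so such an order is partly built in and is no independent support. More genes were lower than higher with library totals in place of TMM (50.9% lower), with limma-voom (75.3%, and 57.5% with quality weights), with a linear model without moderation (66.7%) and without the library labelled RFP KO-HFD 2 (59.4%). Fewer were lower than higher with DESeq2 (42.3% lower), RLE (33.3%) and upper-quartile factors (31.9%) and without the library labelled RFP KO-HFD 1 (46.8%). The median log2 fold change of all genes tested was -0.13 with TMM and -0.50 with library totals. In the authors' deposited table 162 genes met the criteria, 15 higher and 147 lower in RFP KO-HFD, which is 90.7% lower, and 87 of them also met the criteria with edgeR.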

Genes with increased expression (Fig. 6a, red) were predominantly observed in WT-HFD, while genes with decreased expression (Fig. 6a, blue) were prominent in KO-HFD. This pattern suggests a substantial shift in the transcriptional landscape driven by KO-HFD treatment (Fig. 6a). 

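Marker genes of several cell types of the fat pad were mostly lower in RFP KO-HFD by log2 fold change. None passed over all genes, and no list passed with an estimated inter-gene correlation. At the preset correlation 16 lists passed between the genotypes, and another split of the 6 libraries gave 19. Of 10 genes of the mesothelium, 8 were lower in RFP KO-HFD, 5 of them at a p under 0.05 adjusted over the list alone and 0 over all genes, with a median log2 fold change of -2.66, also with Muc16 at its bound, and -2.92 without the library labelled RFP KO-HFD 1 (camera adjusted p = 8.20e-04, adjusted p = 0.594 with an estimated correlation). Wt1, a transcription factor of mesothelial cells, had a log2 fold change of -2.59, and Upk3b and Upk1b had values of -4.59 and -5.60. As a set the list was lower (camera adjusted p = 7.46e-05, adjusted p = 0.231 with an estimated correlation). Of 17 genes of preadipocytes and fibroblasts, 15 were lower, with a median of -1.31 (without that library -1.01, camera adjusted p = 0.00161, adjusted p = 0.594 with an estimated correlation) and log2 fold changes of -2.61 for the microfibril gene Fbn1 and -3.14 for Cd248 (camera adjusted p = 0.00423, adjusted p = 0.709 with an estimated correlation), and none passed over all genes or when adjusted over the list alone. Of 7 mast cell genes, 5 were lower, among them the proteases Mcpt4 at -4.35, Cma1 at -3.54 and Cpa3 at -4.48, while Kit was at 3.46 (camera adjusted p = 0.0105, adjusted p = 0.50 with an estimated correlation, and 0.143 without the library labelled RFP KO-HFD 1); 0 passed when adjusted over the list alone. Of 26 cell cycle genes 15 were lower, with a median of -0.52, and 25 were lower without that library, with a median of -1.44. They included the mitotic kinesin Kif20a at -3.40 and Aurkb at -2.88 (camera adjusted p = 0.00622, adjusted p = 0.346 with an estimated correlation, and a camera adjusted p of 0.131 without RFP KO-HFD 2 and 0.138 without RFP KO-HFD 3), and 0 passed when adjusted over the list alone. The median of the cell cycle genes in RFP KO-HFD 1, at -0.352 from the WT-HFD mean on the log2 scale, lay above the -0.412 of WT-HFD 2.

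Endothelial genes did not move with these groups. The 13 measured genes had a median log2 fold change of 0.229, although camera gave the direction as lower (adjusted p = 0.991), and Flt1, a VEGF receptor, and Cldn5, a tight junction gene, stood at 1.36 and 1.46. Leaving out the library labelled RFP KO-HFD 1, where the median of these genes lay -5.90 from the WT-HFD mean on the log2 scale, the list was higher (camera adjusted p = 0.00357, adjusted p = 0.601 with an estimated correlation), with 7 members higher and 3 lower (Tek, Kdr and Vwf) when adjusted over the list alone. Over all genes tested, the 3 RFP KO-HFD libraries lay above all WT-HFD libraries for 1070 genes and below them for 2350 genes, together 23.3% of the 14706, where chance gives 10%. The library labelled RFP KO-HFD 1 lacked many transcripts, and genes are not independent. The excess over 10% therefore does not by itself show an effect of genotype.

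**Figure D2:**
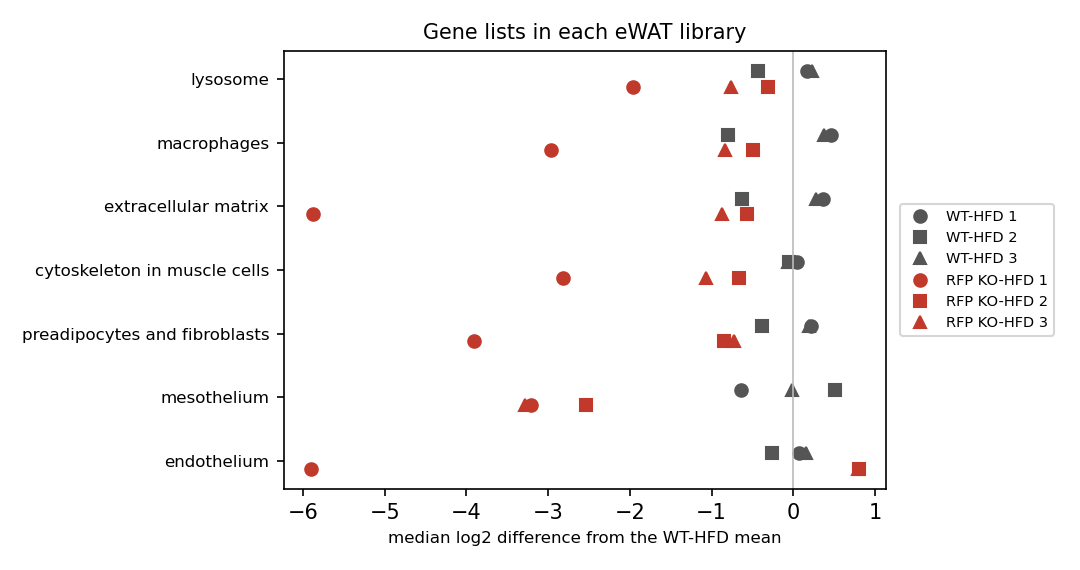
Median log2 difference from the WT-HFD mean (x axis) over the measured genes of 7 lists (y axis), 1 point per library, with the marker shape giving the replicate number and the colour the genotype. The library labelled RFP KO-HFD 1 lies far below the others for the lists other than mesothelium, and the endothelial genes of RFP KO-HFD 2 and 3, at 0.803 and 0.785, lie above the WT-HFD libraries.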

To acquire comprehensive data on the functional enrichment of pathways, DEGs were further analyzed by ExDEGA. KEGG pathway analysis indicated enrichment in metabolic pathways, lysosome-related processes, and cytoskeletal regulation in muscle cells (Fig. 6b). 

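Most lysosomal genes were lower in RFP KO-HFD eWAT by log2 fold change, but the libraries of the genotypes overlapped. The list's median lay -0.313 from the WT-HFD mean on the log2 scale in RFP KO-HFD 2, above the -0.433 of WT-HFD 2. The overlap was with WT-HFD 2 alone, a library that also held transcripts of the epididymis, as WT-HFD 1 and 3 lay at 0.166 and 0.224. Of 35 measured genes, 31 were lower and 4 higher, with a median log2 fold change of -0.73. Atp6v0d2, a subunit of the proton pump that is also on the macrophage list, had a log2 fold change of -3.71, the membrane protein Lamp2 of -1.13, beta-galactosidase (Glb1) of -0.97 and Cd68 of -1.84. As a set the list was lower (camera adjusted p = 7.54e-04, adjusted p = 0.687 with an estimated correlation), and 0 members passed edgeR's test, over all genes or when adjusted over the list alone. Without WT-HFD 2 and the library labelled RFP KO-HFD 1, a setting chosen after seeing the data, the list's median log2 fold change was -0.72.

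Of 29 genes of the cytoskeleton in muscle cells, 27 were lower and 2 higher, with a median of -0.999. The actin crosslinker Actn1 was at -1.90, tropomyosin (Tpm1) at -3.40, filamin C (Flnc) at -3.99 and the integrin Itgb1 at -0.98. The set test gave an adjusted p of 3.51e-04 with camera and an adjusted p = 0.528 with an estimated correlation, and no member passed when adjusted over the list alone. WT-HFD 2 held 9880 CPM of the smooth muscle myosin Myh11, against 314 and 240 CPM in WT-HFD 1 and 3. Of 28 genes of the extracellular matrix, 27 were lower, with a median of -1.36 and log2 fold changes of -1.53 for fibronectin (Fn1) and -2.47 for the collagen Col3a1 (camera adjusted p = 7.46e-05, adjusted p = 0.709 with an estimated correlation), and 0 passed when adjusted over the list alone. Of these genes, 9 had no count in the library labelled RFP KO-HFD 1. Without that library the median log2 fold change of the matrix genes was -0.858, with 24 lower and 4 higher. Their median lay -0.566 from the WT-HFD mean in RFP KO-HFD 2, above the -0.628 of WT-HFD 2 but below the 0.364 and 0.273 of WT-HFD 1 and 3. Without WT-HFD 2 and the library labelled RFP KO-HFD 1, their median log2 fold change was -1.15.

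Among metabolic genes, 18 of 23 genes of cholesterol synthesis were lower, with a median of -0.76. Insig1, a sterol sensor, was at -2.05, the demethylase Cyp51 at -0.95 and lanosterol synthase (Lss) at -2.02 (camera adjusted p = 0.0189, adjusted p = 0.50 with an estimated correlation), and none passed when adjusted over the list alone. All 4 lists kept a camera adjusted p under 0.05 without the library labelled RFP KO-HFD 1, at 3.45e-04, 7.10e-04, 1.38e-04 and 4.42e-04 in the order given, and with an estimated correlation these were adjusted p = 0.614, 0.594, 0.614 and 0.594. Cholesterol synthesis did not pass without RFP KO-HFD 2 (camera adjusted p = 0.537) or RFP KO-HFD 3 (0.121). Its median lay -0.333 from the WT-HFD mean in RFP KO-HFD 1, above the -0.396 of WT-HFD 2 but below the 0.184 and 0.192 of WT-HFD 1 and 3. Without WT-HFD 2 and the library labelled RFP KO-HFD 1, its median log2 fold change was -1.17.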

Gene ontology (GO) is subdivided into three categories: biological process, cellular component and molecular function. 

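Genes of lipid metabolism were somewhat more frequent among the genes at the study's criteria than among all genes tested, though not beyond chance, whereas immune genes were. The gene sets of Fig. 6c were not used here, and gene lists on the same subjects stand in for them. Of 121 measured genes of lipid synthesis, storage, breakdown, oxidation and transport, 6.61% met the criteria, against 4.59% of all genes (odds ratio 1.48, two-sided Fisher's exact test p = 0.271, adjusted p = 0.723 over 9 categories). Of 80 genes of immune cells and the interferon response, 17.5% met them (odds ratio 4.48, Fisher's exact test adjusted p = 1.31e-04), 10 higher and 4 lower in RFP KO-HFD. Genes are not independent replicates, so these p-values describe the lists and not the mice. Leaving out the library labelled RFP KO-HFD 1, the lipid genes were at 4.13% and the immune genes at 16.7%, against 5.84% of all genes, and the immune genes were 7 higher and 7 lower. Without the library labelled RFP KO-HFD 2 they were 14 higher and 14 lower.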

GO analysis showed DEGs were mainly enriched in processes related to protein binding in the biological process group, membrane in the cellular component group and lipid metabolic process in the molecular function group (Fig. 6c). DEGs associated with lipid metabolic processes exhibited a higher number of downregulated genes in the RFP KO-HFD group compared with the WT-HFD group, as indicated by the blue bars. Specifically, lipid-related pathways, including fatty acid beta-oxidation and lipid transport, were significantly suppressed in the RFO KO-HFD group (Fig. 6d). 

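The lipogenic genes of RFP KO-HFD eWAT did not share a direction. Fasn, the fatty acid synthase, was at 2328 ± 1130 CPM in WT-HFD and 543 ± 191 CPM in RFP KO-HFD (SD, n = 3 each), lower in every RFP KO-HFD library than in any WT-HFD library, with a log2 fold change of -2.10 (standard error 0.587, adjusted p = 0.599 from edgeR's quasi-likelihood test). Acly, which makes cytosolic acetyl-CoA, was at -1.56, while Elovl3, an elongase of very long fatty acids, was at 4.28 with all libraries and 1.11 without the library labelled RFP KO-HFD 1. Acaca, the acetyl-CoA carboxylase, was at -0.01 and Srebf1, the transcription factor of lipogenesis, at 0.37, with values of 0.36 and 0.44 without that library, and both lay on either side of 0 with the scaling.

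Of the 21 measured genes of de novo lipogenesis, 8 were higher and 13 lower, and 2, Scd2 and Acly, were lower at a p under 0.05 adjusted over the list alone, against 0 over all genes. As a set they did not pass (camera adjusted p = 0.849, adjusted p = 0.956 with an estimated correlation). At the study's criteria, 1 of these genes, Elovl3, was higher and 2, Scd2 and Fasn, were lower. Over all 121 genes of lipid metabolism, 5 were higher and 3 lower at those criteria, and 8 were higher and 6 lower at an absolute fold change of 2 or more. At the study's criteria without the library labelled RFP KO-HFD 1, 2 were higher and 3 lower.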

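Genes of fatty acid beta-oxidation went both ways in RFP KO-HFD eWAT. Of 25 measured genes, 14 were higher and 11 lower, with a median log2 fold change of 0.09. The peroxisomal thiolase Acaa1b was at 1.96 and Ppara, the transcription factor of fatty acid oxidation, at 2.94, while the dehydrogenases Acadm and Etfdh were at -1.07 and -1.55. As a set they did not pass (camera adjusted p = 0.282, adjusted p = 0.861 with an estimated correlation), apart from the test without RFP KO-HFD 2, where the list was higher (camera adjusted p = 0.0481), and no member passed edgeR's test over all genes or when adjusted over the list alone. Acaa1b and Ppara were at 0.96 and 0.64 without the library labelled RFP KO-HFD 1.

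Of 25 genes of lipid transport, 12 were higher and 13 lower, with a median of -0.19, although camera gave the direction as higher (adjusted p = 0.511). The members with the smallest p were higher: Apob, the apolipoprotein of liver and gut lipoproteins, at 6.30, Apoc1 at 3.09, the fatty acid transporter Slc27a2 at 5.14 and Mttp, which loads lipid onto Apob, at 3.18. Hepatocyte transcripts took 4.44%, 0.108% and 0.192% of the counts in the libraries labelled RFP KO-HFD 1, 2 and 3 and at most 0.028% in WT-HFD. With all 6 libraries no member passed over all genes or when adjusted over the list alone. Without the library labelled RFP KO-HFD 1, Apob, Apoc1, Slc27a2 and Mttp were at 3.28, 1.67, 1.96 and 0.57. In that setting 6 members of the list were higher and 0 lower when adjusted over the list alone.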

Gene Set Enrichment Analysis (GSEA) using a curated gene set database, revealed significant association with adipogenesis and obesity (Fig. 6e). 

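Genes of mature adipocytes went both ways in the libraries labelled RFP KO-HFD 2 and 3, and several were scarce in the library labelled RFP KO-HFD 1. Adipoq was at 2025 and 2330 CPM in the libraries labelled RFP KO-HFD 2 and 3, against 1230 to 1478 CPM in WT-HFD (as CPM of the library's total, 1990 and 1590 against 1420 to 1650), and had no count in the library labelled RFP KO-HFD 1, where 3 counts would be 0.616 CPM of the library's total. Plin1, which coats the lipid droplet, showed 0, 596 and 1054 CPM in RFP KO-HFD against 399 to 634 CPM in WT-HFD. Fabp4, known in the paper as AP2, was at 104 CPM in the library labelled RFP KO-HFD 1 and at 5040 and 6343 CPM in the other two, against 2986 to 7654 CPM in WT-HFD. The log2 fold changes of Adipoq and Plin1, 0.06 and 0.02, were negative with library totals in place of TMM. Of 27 genes of adipocyte identity, 18 were higher and 9 lower, with a median log2 fold change of 0.15 (camera adjusted p = 0.955, adjusted p = 0.998 with an estimated correlation). With that library left out, 21 were higher, with a median of 0.61 (camera adjusted p = 4.42e-04, adjusted p = 0.601 with an estimated correlation), 5 of them (Klf15, Pck1, Cfd, Adrb3 and Nnat) when adjusted over the list alone. Cd36, a fatty acid transporter, and Mest were at -1.44 and -1.65, and at -1.03 and -1.15 without that library.

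Of 17 adipogenic transcription factors, 11 were higher, including Klf15 at 1.27 and Cebpb at 1.02, while Egr2 was at -4.06 (camera adjusted p = 0.11, adjusted p = 0.812 with an estimated correlation). Pparg, the master regulator of adipogenesis, was at -0.51, and Cebpa at 0.01, which was negative with library totals. Of 29 target genes of PPAR-gamma, 19 were higher, with Me1 at -1.30 and Hsd11b1 at 1.06 (camera adjusted p = 0.297, adjusted p = 0.913 with an estimated correlation). Without the library labelled RFP KO-HFD 1, Me1 was at -1.76 and Hsd11b1 at 0.453. Both lists were higher without the library labelled RFP KO-HFD 1 (camera adjusted p = 0.00154 and 0.00821, adjusted p = 0.601 and 0.703 with an estimated correlation). No member of these 3 lists passed over all genes or when adjusted over the list alone with all 6 libraries.

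Of the genes that rise in obese fat, most macrophage genes were lower and most cytokine genes higher by log2 fold change, but the libraries of the genotypes overlapped. Of 25 macrophage genes 18 were lower, with Gpnmb at -3.12, Lyz2 at -1.74 and Adgre1, which encodes F4/80, at -2.39 (camera adjusted p = 0.0101, adjusted p = 0.709 with an estimated correlation, and a camera adjusted p of 0.0566 without the library labelled RFP KO-HFD 1 and 0.056 without RFP KO-HFD 3, and of 0.0683 with the replicate number as a block). Of 20 genes of inflammatory cytokines and NF-kappa B, 17 were higher, with Relb at 1.70, Nfkbia at 1.34 and Cxcl1 at 3.74 (camera adjusted p = 0.00622, adjusted p = 0.581 with an estimated correlation, and a camera adjusted p of 0.126 without WT-HFD 2 and 0.186 without RFP KO-HFD 3). Neither list had a member that passed when adjusted over the list alone. On the log2 scale, the median of the cytokine genes lay -1.16, 0.294 and 1.26 from the WT-HFD mean in RFP KO-HFD 1, 2 and 3. It lay 0.313, -0.446 and 0.252 from that mean in WT-HFD 1, 2 and 3. For the macrophage genes RFP KO-HFD 2, at -0.498, lay above WT-HFD 2, at -0.795, but below WT-HFD 1 and 3, at 0.455 and 0.379. Without WT-HFD 2 and the library labelled RFP KO-HFD 1, a setting chosen after seeing the data, the median log2 fold change of the macrophage genes was -1.23. The curated sets of Fig. 6e were not used here.

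**Figure D3:**
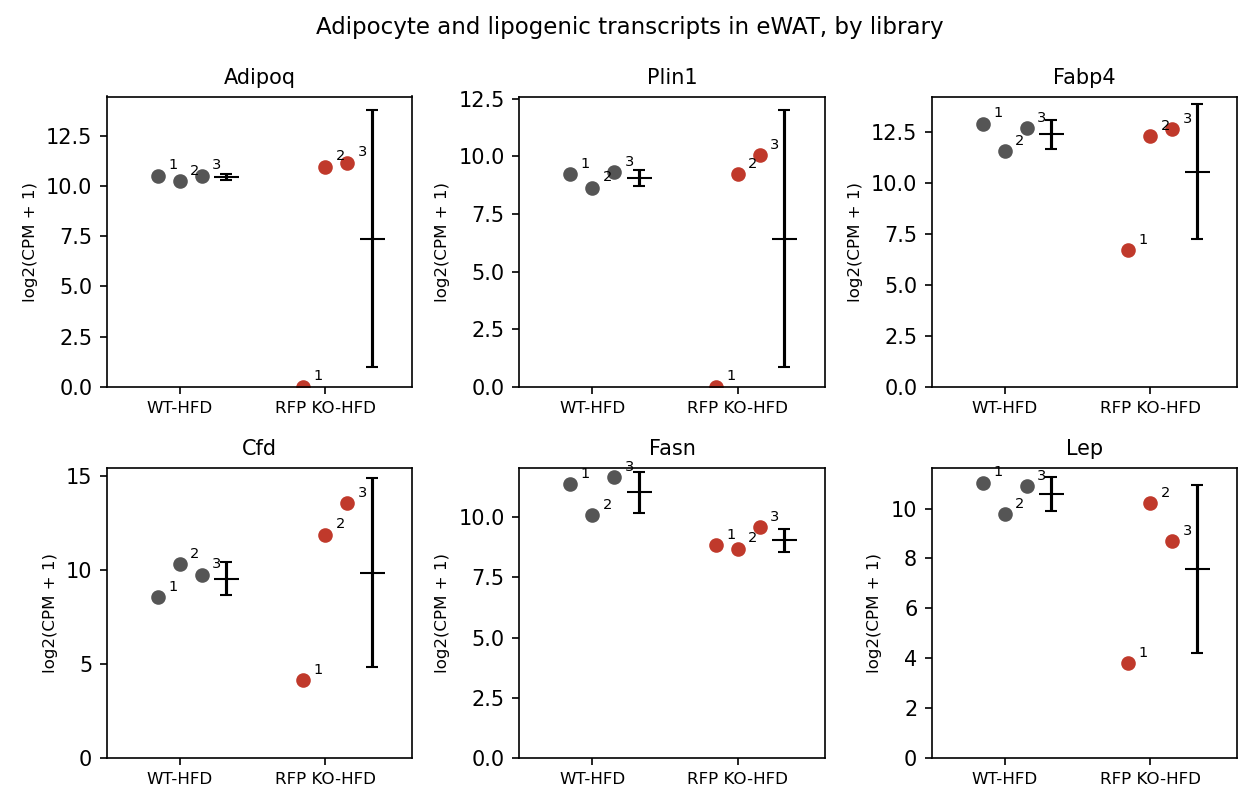
Adipocyte and lipogenic transcripts as log2(CPM + 1) (y axes) in each eWAT library of both genotypes (x axes), with points numbered by replicate and the mean and SD of each group beside them. The library labelled RFP KO-HFD 1 has no count for Adipoq and Plin1, and Fasn is lower in each RFP KO-HFD library than in WT-HFD.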

On the basis of these findings, we hypothesized that attenuation of the obesity phenotype observed in RFP KO mice is associated with alteration in adipogenesis and lipid metabolism.

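Leptin (Lep), the hormone that adipocytes release in proportion to fat mass, was at 1631 ± 659 CPM in WT-HFD and 541 ± 605 CPM in RFP KO-HFD (SD, n = 3 each), with 12.9 CPM in the library labelled RFP KO-HFD 1. Its log2 fold change was -1.59 (standard error 1.29, adjusted p = 0.904 from edgeR's quasi-likelihood test). Cfd, which encodes adipsin, was at 16.6, 3822 and 12370 CPM in RFP KO-HFD against 382 to 1273 CPM in WT-HFD, a log2 fold change of 2.69. Lpl, which releases fatty acids from lipoproteins, was at 0.31 and lay on either side of 0 with the scaling, at -0.02 with library totals only. Cebpd, a transcription factor of early adipogenesis, was at 0, 82.7 and 110.7 CPM in RFP KO-HFD and at 9.44 ± 0.519 CPM (SD, n = 3) in WT-HFD, with a log2 fold change of 2.77, and of 3.34 without the library labelled RFP KO-HFD 1 (adjusted p = 0.036 from edgeR's quasi-likelihood test). With all 6 libraries none of these genes passed the test. Gapdh, the reference gene of the paper's qPCR, was at -0.03, on either side of 0 with the scaling. From the pathways and lipid genes among the genes at its criteria, and from a gene set enrichment analysis with adipogenesis and obesity sets, the paper hypothesizes that the milder obesity of RFP KO mice is tied to changes in adipogenesis and lipid metabolism.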

**Fig. 6:**
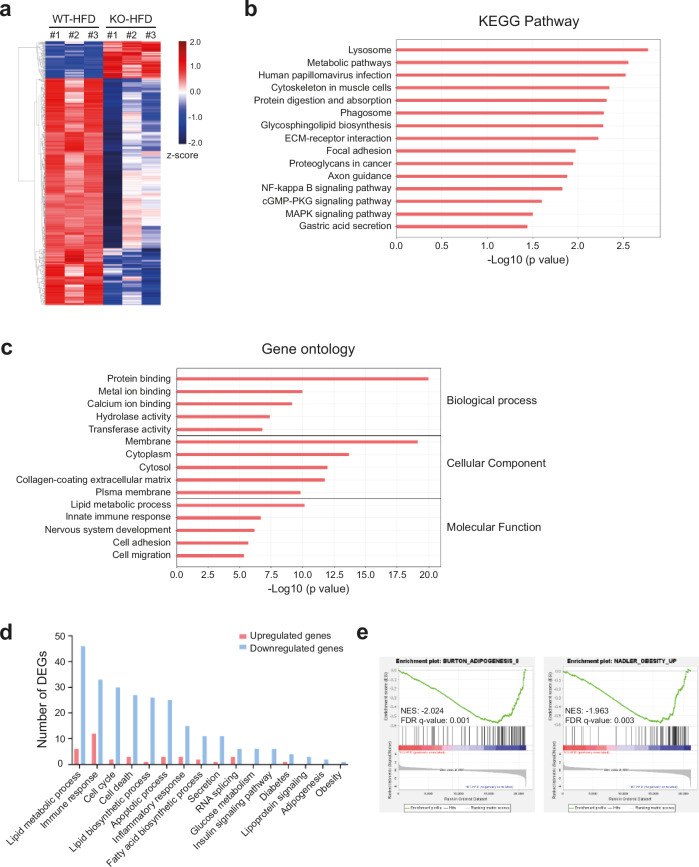
Transcriptome analysis reveals altered adipogenesis and lipid metabolism in RFP KO male mice after HFD feeding. DEGs between WT-HFD and RFP KO-HFD were identified based on criteria of *P* value ≤0.05 and |log_2_ fold change| ≥2. **a** A heat map of DEGs between WT-HFD and RFP KO-HFD groups. **b** KEGG pathway analysis of DEGs. **c** GO enrichment analysis categorizing DEGs into biological processes, cellular components and molecular functions. **d** DEG expression patterns in several GO category classifications. **e** GSEA showing enrichment of adipogenesis and obesity-related pathways. NES represents the degree to which a gene set is overrepresented at the top or bottom of the ranked gene list, normalized across all analyzed gene sets. FDR indicates the estimated probability that the observed enrichment is a false positive. Both gene sets are significantly downregulated in RFP KO-HFD. FDR, false discovery rate; NES, normalized enrichment score.

### RFP deficiency suppresses adipogenic differentiation

To elucidate the molecular mechanisms underlying RFP-mediated regulation of adipose tissue accumulation, we investigated the role of RFP in adipocyte differentiation using both primary cells and an established cell line. Primary SVCs were isolated from WAT of WT and RFP KO mice. RFP was knocked down in 3T3-L1 cells before inducing differentiation. Both SVCs and 3T3-L1 preadipocytes were subjected to adipogenic differentiation for 8 days after reaching confluence. Oil red O staining demonstrated that lipid accumulation was significantly reduced in both RFP-deficient primary SVCs and RFP-knockdown 3T3-L1 cells compared with their respective controls (Fig. 7a, b). At the molecular level, RFP knockdown markedly suppressed adipocyte differentiation, accompanied with significant attenuation of the expression of adipogenic genes, including AP2 and adiponectin. The protein expression was quantified by densitometric analysis (Fig. 7c, d). Consistent with the protein expression data, RT−qPCR analysis demonstrated significant downregulation of adipogenic genes, including AP2, adiponectin, perilipin (Plin), adipsin and lipoprotein lipase (Lpl) in RFP-depleted cells (Fig. 7e). These findings strongly suggest that RFP functions as a positive regulator of adipogenesis by modulating the expression of key adipogenic transcription factors and their downstream target genes.

**Fig. 7:**
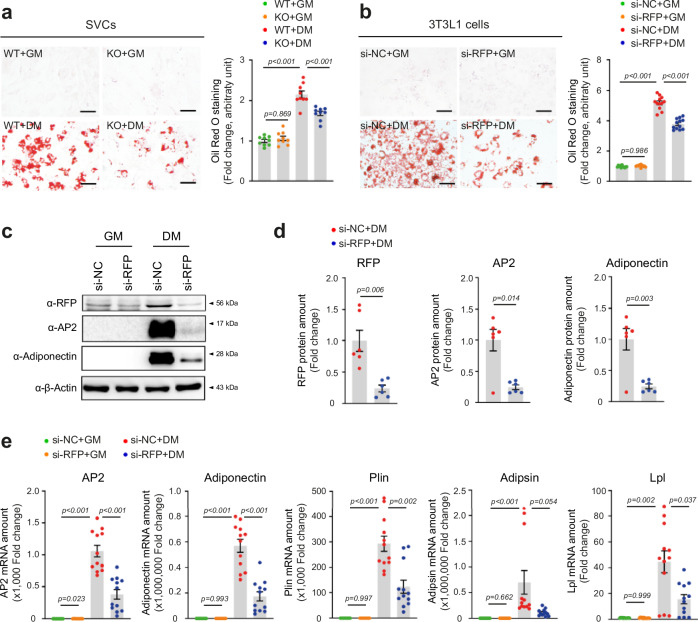
RFP knockdown suppresses adipogenic differentiation. **a**, **b** Oil red O staining of adipocytes derived from primary SVCs of WT and RFP KO male mice (**a**) and RFP-knockdown 3T3-L1 cells (**b**). *n* = 9. Statistical analysis was performed using one-way ANOVA with post hoc Tukey’s test. **c** Western blot analysis of adipogenic markers of RFP-knockdown 3T3-L1 adipocytes. **d** Densitometric analysis of protein expression of RFP, AP2 and adiponectin in RFP-deficient 3T3-L1 adipocytes. *n* = 6. Statistical analysis was performed using unpaired Student’s *t*-test. **e** RT−qPCR analysis of adipogenic genes, including AP2, adiponectin, Plin, adipsin and Lpl in RFP-depleted 3T3-L1 cells compared with controls. *n* = 12. Statistical analysis was performed using one-way ANOVA with post hoc Dunnett’s T3 test. All data are presented as mean ± s.e.m.

### RFP physically interacts with PPAR-γ and enhances its transcriptional activity

The marked reduction in adipogenic gene expression following RFP depletion led us to investigate potential molecular mechanisms underlying RFP-mediated regulation of adipogenesis. The adipogenesis process can be governed by many critical transcription factors. Given that PPAR-γ orchestrates adipogenic differentiation through complex interactions with various transcription factors^38^ such as CCAAT enhancer-binding protein (C/EBP) family (C/EBPα, C/EBPβ and C/EBPδ)^39,40^ and sterol regulatory element binding protein 1c (SREBP1c)^40^, we hypothesized that RFP might regulate adipogenesis through PPAR-γ-dependent mechanisms.

To test this hypothesis, we first examined whether RFP modulates PPAR-γ-dependent transcriptional activity. In reporter assays, RFP knockdown significantly attenuated PPAR-γ-mediated activation of the AP2 promoter in 3T3-L1 cells, while RFP overexpression enhanced PPRE promoter activity (Fig. 8a,b). Similar effects were observed using a synthetic PPRE promoter containing DR1 repeats (Supplementary Fig. 7a).

**Fig. 8:**
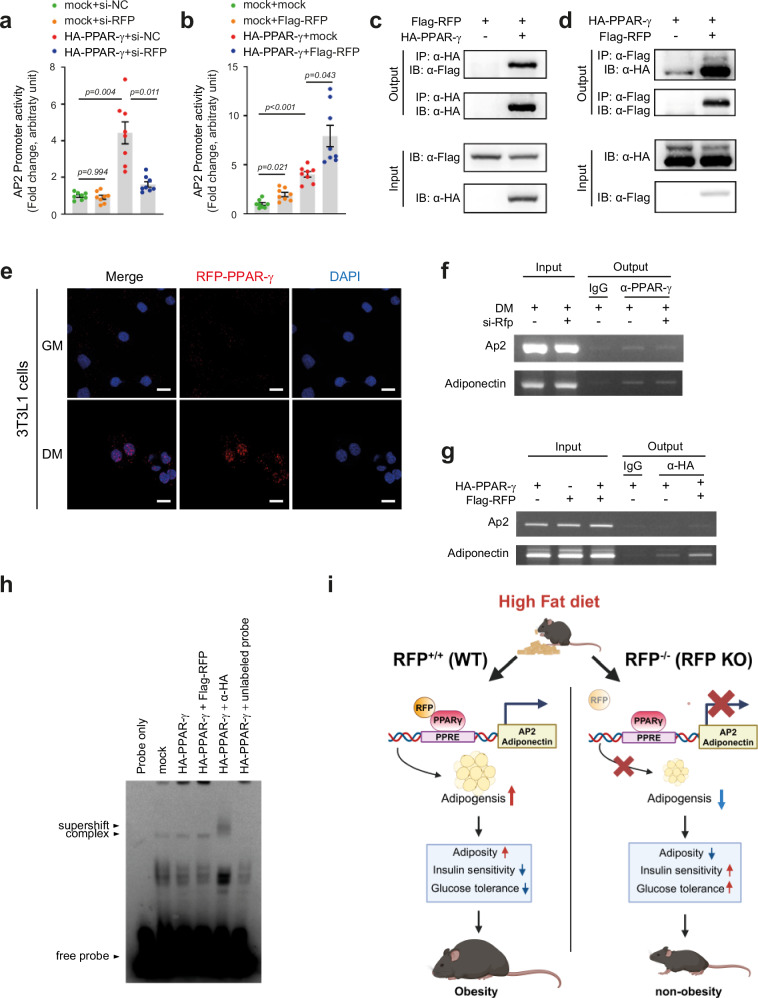
RFP physically interacts with PPAR-γ and enhances its transcriptional activity. **a**, **b** Effect of RFP knockdown (**a**) or overexpression (**b**) on AP2 promoter activity in 3T3-L1 cells. *n* = 8. Statistical analysis was performed using one-way ANOVA with post hoc Dunnett’s T3 test. **c**, **d** Immunoprecipitation (IP) experiments in HEK293T cells expressing Flag−RFP and HA−PPAR-γ reveal robust protein−protein interactions, which were further confirmed by reciprocal immunoprecipitation. IP with anti-HA followed by immunoblotting with anti-Flag confirmed the interaction (**c**), while IP with anti-Flag followed by detection with anti-HA yielded consistent results (**d**). **e** In situ PLA in differentiated 3T3-L1 adipocytes. Scale bar, 20 μm. **f**, **g** The effect of RFP knockdown (**f**) or overexpression (**g**) on PPAR-γ binding to PPRE in 3T3-L1 cells. **h** The electrophoretic mobility shift assay demonstrates that RFP promotes PPAR-γ binding to PPRE sequences within the AP2 promoter. **i** A Schematic diagram showing that the metabolic improvements observed in RFP-deficient mice under HFD conditions result from attenuated PPAR-γ-dependent adipogenic programming. Panel **i** was created with BioRender.com. All data are presented as mean ± s.e.m.

We next investigated physical interactions between RFP and PPAR-γ. Coimmunoprecipitation experiments in 293T cells expressing Flag−RFP and HA−PPAR-γ revealed robust protein−protein interactions, which were confirmed by reciprocal immunoprecipitation (Fig. 8c, d). The physiological relevance of this interaction was validated using in situ PLAs, which demonstrated increased nuclear RFP−PPAR-γ complexes in differentiated compared with undifferentiated 3T3-L1 adipocytes (Fig. 8e). We generated mutant constructs to identify the domain responsible for RFP binding to PPAR-γ, and our results suggest that the coiled-coil domain of RFP plays a critical role in mediating its interaction with PPAR-γ (Supplementary Fig. 7b−d).

Functionally, RFP knockdown suppressed PPAR-γ binding to PPRE and reduced expression of PPAR-γ target genes including AP2 and adiponectin (Fig. 8f). Conversely, RFP overexpression enhanced PPAR-γ binding to PPRE and increased target gene expression (Fig. 8g). Electrophoretic mobility shift assays further confirmed that RFP promotes PPAR-γ binding to PPRE sequences within the AP2 promoter, as evidenced by enhanced complex formation and successful supershift with anti-HA antibody (Fig. 8h). Collectively, our in vivo and in vitro findings demonstrate that RFP functions as a positive regulator of adipogenesis by physically interacting with PPAR-γ and enhancing its transcriptional activity at target promoters.

## Discussion

In this study, we discovered a novel function of RFP as a critical regulator of adipogenesis and systemic metabolism. We demonstrated that RFP expression is elevated in the adipose tissue of both HFD-fed mice and obese human subjects. Genetic deletion of RFP, whether globally or specifically in adipocytes, significantly attenuated HFD-induced obesity and associated metabolic dysfunction, including reduced adiposity, improved glucose tolerance and enhanced insulin sensitivity (Fig. 8i). These findings underscore the pivotal role of RFP in adipose tissue expansion and systemic metabolic regulation.

One of the notable findings in this study is that global RFP KO and adipocyte-specific RFP KO mice exhibit a similar pattern of protection against HFD-induced obesity, albeit with some differences in the degree of metabolic improvement. This suggests that the beneficial effects of RFP deficiency on metabolic disorders are primarily mediated by adipocytes, rather than other metabolically active tissues. These results support the hypothesis that adipocyte-specific mechanisms are central to the metabolic improvements observed in RFP-deficient mice. However, it requires further examination whether RFP plays additional roles in non-adipose tissues, as the complex interorgan communication involved in metabolic regulation cannot be excluded^35,36^.

Mechanistically, our study demonstrates that RFP directly interacts with PPAR-γ and enhances its transcriptional activity, promoting adipocyte differentiation and the expression of key adipogenic genes. This interaction probably underlies the observed adipose tissue expansion in HFD-fed WT mice, whereas RFP deficiency attenuates this process. While PPAR-γ appears to be a major downstream target of RFP in adipocytes, it may not be the sole mediator of RFP’s metabolic effects. Given RFP’s known role as a multifunctional regulator of transcriptional activity and protein−protein interactions, it is plausible that RFP also influences other signaling pathways or transcriptional regulators, either directly or indirectly. Identifying additional targets of RFP will be critical for fully understanding its role in obesity and systemic metabolism^39–41^.

An intriguing aspect of RFP’s functionality is its role as a molecular switch that balances myogenic and adipogenic differentiation. Previous studies demonstrated that RFP negatively regulates myogenesis by promoting MyoD degradation and transcriptional repression^13^. In contrast, our present findings reveal RFP’s role as a positive regulator of adipogenesis, mediated through PPAR-γ activation. This dual regulatory mechanism underscores RFP’s critical role in determining cell fate between muscle and adipose lineages. The reciprocal relationship between muscle mass and adiposity is well documented, with increased adiposity often correlating with reduced muscle mass in various metabolic conditions^42^. For example, transcription factors such as IL-15, acylation-stimulating protein and adiponectin also contribute to maintaining the balance between these tissues^43^. Further understanding RFP’s dual function, particularly its ability to simultaneously suppress myogenic and promote adipogenic pathways, provides vital insights into the molecular basis of body composition regulation.

The observed elevation of RFP expression in both diet-induced obese mice and obese human subjects raises intriguing questions about its potential role in obesity pathogenesis. It is possible that increased RFP levels act as part of a maladaptive feedback mechanism, exacerbating adipose tissue expansion and systemic metabolic dysfunction through enhanced PPAR-γ activation. This mechanism may contribute to the progressive nature of obesity and its associated complications, such as insulin resistance and type 2 diabetes^44,45^. Furthermore, the reduced adiposity and improved glucose metabolism observed in RFP-deficient mice highlight RFP’s critical role in coordinating adipose tissue function with systemic energy homeostasis.

In our study, RFP deficiency improved metabolic disorders in HFD-induced obesity models by downregulating PPAR-γ target genes, leading to reduced fat accumulation and improved insulin sensitivity. The role of PPAR-γ in insulin resistance, however, is complex and context dependent. While its inhibition has been associated with exacerbating insulin resistance through increased fatty acid release and inflammatory responses^46,47^, selective inhibition can also enhance insulin sensitivity by limiting excessive fat accumulation^48,49^. Overexpression of PPAR-γ, on the other hand, often promotes excessive adiposity and metabolic dysfunction^48,50^. These findings suggest that the relationship between PPAR-γ activity and insulin resistance is highly nuanced, with its modulation yielding both positive and negative outcomes depending on the context. Our results align with the notion that reduced PPAR-γ activity in adipocytes can mitigate obesity-associated metabolic dysfunction and improve systemic insulin sensitivity.

While these findings enhance our understanding of PPAR-γ modulation, key questions remain. The upstream mechanisms regulating RFP expression in obesity and its role in other metabolic tissues, such as the liver, warrant further study. Given the liver’s central role in glucose and lipid homeostasis, liver-specific RFP functions may reveal additional insights into systemic metabolism. Furthermore, the long-term effects of RFP inhibition and its roles in immunity and cell proliferation should be carefully evaluated^7–9^.

Energy metabolism fundamentally differs between sexes, regulated by a complex interplay of sex chromosomes, hormones and other biological factors. Consequently, fluctuations in estrogen and other sex hormones throughout the estrous cycle can markedly influence metabolic parameters such as glucose tolerance, insulin sensitivity and body weight regulation^51,52^. Therefore, male mice have traditionally been widely used in metabolic studies to minimize this variability. Following this conventional approach, our experimental design also exclusively employed male mice. However, recent guidelines and best practices emphasize the importance of including both sexes or, at the very least, clearly stating the sex of animals used in preclinical studies^53^. Such emphasis is driven by increasing evidence that neglecting sex as a biological variable can lead to pronounced disparities in outcomes, as exemplified by sex-specific differences in drug pharmacokinetics and adverse drug reactions^54^. We acknowledge that this poses a limitation to the generalizability of our findings.

In conclusion, this study identifies RFP as a key regulator of adipose tissue expansion and metabolic regulation. While therapies directly targeting adipogenesis remain rare and more effective targets for obesity and metabolic disease are likely to exist, the role of RFP in balancing adipose and skeletal muscle metabolism presents a compelling mechanism of scientific interest. This understanding may not only shed light on the intricate pathways governing metabolic homeostasis but also guide the identification of more ideal therapeutic targets for obesity and related disorders. While the potential of targeting adipogenesis for therapeutic purposes requires further exploration, our findings provide important insights into the mechanisms underlying systemic metabolism. Future research should focus on uncovering additional RFP targets and clarifying its role in interorgan communication, thereby contributing to a deeper understanding of metabolic diseases and paving the way for potential therapeutic strategies.

## Supplementary information

Supplementary Information

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials.

## References

[1] World Health Organization. *Obesity and Overweight. Fact Sheets: World Health Organization* (WHO, 2024).

[2] NCD Risk Factor Collaboration. Worldwide trends in underweight and obesity from 1990 to 2022: a pooled analysis of 3663 population-representative studies with 222 million children, adolescents, and adults. *Lancet***403**, 1027–1050 (2024).38432237 10.1016/S0140-6736(23)02750-2PMC7615769

[3] Kim, D. S. & Scherer, P. E. Obesity, diabetes, and increased cancer progression. *Diabetes Metab. J.***45**, 799–812 (2021).34847640 10.4093/dmj.2021.0077PMC8640143

[4] Baldelli, S. et al. The role of adipose tissue and nutrition in the regulation of adiponectin. *Nutrients***16**, 2436 (2024).10.3390/nu16152436PMC1131371039125318

[5] Zoumpoulidou, G. et al. Role of the tripartite motif protein 27 in cancer development. *J. Natl Cancer Inst.***104**, 941–952 (2012).22556269 10.1093/jnci/djs224

[6] Hatakeyama, S. TRIM family proteins: roles in autophagy, immunity, and carcinogenesis. *Trends Biochem. Sci.***42**, 297–311 (2017).28118948 10.1016/j.tibs.2017.01.002

[7] Ozato, K., Shin, D. M., Chang, T. H. & Morse, H. C. 3rd TRIM family proteins and their emerging roles in innate immunity. *Nat. Rev. Immunol.***8**, 849–860 (2008).18836477 10.1038/nri2413PMC3433745

[8] Liu, S. et al. TRIM27 acts as an oncogene and regulates cell proliferation and metastasis in non-small cell lung cancer through SIX3-β-catenin signaling. *Aging***12**, 25564–25580 (2020).33264103 10.18632/aging.104163PMC7803540

[9] Yu, C. et al. Emerging roles of TRIM27 in cancer and other human diseases. *Front. Cell Dev. Biol.***10**, 1004429 (2022).36200036 10.3389/fcell.2022.1004429PMC9527303

[10] Yang, Y. et al. TRIM27 cooperates with STK38L to inhibit ULK1-mediated autophagy and promote tumorigenesis. *EMBO J.***41**, e109777 (2022).35670107 10.15252/embj.2021109777PMC9289709

[11] Ahsan, N. et al. Multipronged regulation of autophagy and apoptosis: emerging role of TRIM proteins. *Cell Mol. Biol. Lett.***29**, 13 (2024).38225560 10.1186/s11658-023-00528-8PMC10790450

[12] Kee, H. J. et al. Ret finger protein inhibits muscle differentiation by modulating serum response factor and enhancer of polycomb1. *Cell Death Differ.***19**, 121–131 (2012).21637294 10.1038/cdd.2011.72PMC3252832

[13] Joung, H. et al. Ret finger protein mediates Pax7-induced ubiquitination of MyoD in skeletal muscle atrophy. *Cell Signal.***26**, 2240–2248 (2014).25025573 10.1016/j.cellsig.2014.07.006

[14] Vinue, A. & Gonzalez-Navarro, H. Glucose and insulin tolerance tests in the mouse. *Methods Mol. Biol.***1339**, 247–254 (2015).26445794 10.1007/978-1-4939-2929-0_17

[15] Virtue, S. & Vidal-Puig, A. GTTs and ITTs in mice: simple tests, complex answers. *Nat. Metab.***3**, 883–886 (2021).34117483 10.1038/s42255-021-00414-7

[16] Yu, H. C. et al. p21-activated kinase 4 counteracts PKA-dependent lipolysis by phosphorylating FABP4 and HSL. *Nat. Metab.***6**, 94–112 (2024).38216738 10.1038/s42255-023-00957-x

[17] Iwanaga, J. et al. Standardized statement for the ethical use of human cadaveric tissues in anatomy research papers: recommendations from Anatomical Journal Editors-in-Chief. *Clin. Anat.***35**, 526–528 (2022).35218594 10.1002/ca.23849

[18] Han, Y., Kim, C. Y., Cheong, H. & Lee, K. Y. Osterix represses adipogenesis by negatively regulating PPARγ transcriptional activity. *Sci. Rep.***6**, 35655 (2016).27752121 10.1038/srep35655PMC5067693

[19] Ruan, H., Zarnowski, M. J., Cushman, S. W. & Lodish, H. F. Standard isolation of primary adipose cells from mouse epididymal fat pads induces inflammatory mediators and down-regulates adipocyte genes. *J. Biol. Chem.***278**, 47585–47593 (2003).12975378 10.1074/jbc.M305257200

[20] Zebisch, K., Voigt, V., Wabitsch, M. & Brandsch, M. Protocol for effective differentiation of 3T3-L1 cells to adipocytes. *Anal. Biochem***425**, 88–90 (2012).22425542 10.1016/j.ab.2012.03.005

[21] Kee, H. J. et al. Enhancer of polycomb1, a novel homeodomain only protein-binding partner, induces skeletal muscle differentiation. *J. Biol. Chem.***282**, 7700–7709 (2007).17192267 10.1074/jbc.M611198200

[22] Mehlem, A., Hagberg, C. E., Muhl, L., Eriksson, U. & Falkevall, A. Imaging of neutral lipids by oil red O for analyzing the metabolic status in health and disease. *Nat. Protoc.***8**, 1149–1154 (2013).23702831 10.1038/nprot.2013.055

[23] Rival, Y. et al. Human adipocyte fatty acid-binding protein (aP2) gene promoter-driven reporter assay discriminates nonlipogenic peroxisome proliferator-activated receptor gamma ligands. *J. Pharm. Exp. Ther.***311**, 467–475 (2004).10.1124/jpet.104.06825415273253

[24] Kim, J. E. & Chen, J. regulation of peroxisome proliferator-activated receptor-gamma activity by mammalian target of rapamycin and amino acids in adipogenesis. *Diabetes***53**, 2748–2756 (2004).15504954 10.2337/diabetes.53.11.2748

[25] Reaven, G. M. Banting lecture 1988. Role of insulin resistance in human disease. *Diabetes***37**, 1595–1607 (1988).3056758 10.2337/diab.37.12.1595

[26] Grundy, S. M. Obesity, metabolic syndrome, and coronary atherosclerosis. *Circulation***105**, 2696–2698 (2002).12057978 10.1161/01.cir.0000020650.86137.84

[27] Rosen, E. D. & Spiegelman, B. M. Adipocytes as regulators of energy balance and glucose homeostasis. *Nature***444**, 847–853 (2006).17167472 10.1038/nature05483PMC3212857

[28] Trayhurn, P. Endocrine and signalling role of adipose tissue: new perspectives on fat. *Acta Physiol. Scand.***184**, 285–293 (2005).16026420 10.1111/j.1365-201X.2005.01468.x

[29] Lee, M. J., Wu, Y. & Fried, S. K. Adipose tissue heterogeneity: implication of depot differences in adipose tissue for obesity complications. *Mol. Asp. Med***34**, 1–11 (2013).10.1016/j.mam.2012.10.001PMC354942523068073

[30] Hotamisligil, G. S. Inflammation and metabolic disorders. *Nature***444**, 860–867 (2006).17167474 10.1038/nature05485

[31] Samuel, V. T. & Shulman, G. I. The pathogenesis of insulin resistance: integrating signaling pathways and substrate flux. *J. Clin. Invest.***126**, 12–22 (2016).26727229 10.1172/JCI77812PMC4701542

[32] Havel, P. J. Update on adipocyte hormones: regulation of energy balance and carbohydrate/lipid metabolism. *Diabetes***53**, S143–S151 (2004).14749280 10.2337/diabetes.53.2007.s143

[33] Friedman, J. M. & Halaas, J. L. Leptin and the regulation of body weight in mammals. *Nature***395**, 763–770 (1998).9796811 10.1038/27376

[34] Walker, M. Obesity, insulin resistance, and its link to non-insulin-dependent diabetes mellitus. *Metabolism***44**, 18–20 (1995).7674911 10.1016/0026-0495(95)90314-3

[35] Liu, S., Alexander, R. K. & Lee, C. H. Lipid metabolites as metabolic messengers in inter-organ communication. *Trends Endocrinol. Metab.***25**, 356–363 (2014).24895003 10.1016/j.tem.2014.05.002PMC4077945

[36] Priest, C. & Tontonoz, P. Inter-organ cross-talk in metabolic syndrome. *Nat. Metab.***1**, 1177–1188 (2019).32694672 10.1038/s42255-019-0145-5

[37] Coppack, S. W., Jensen, M. D. & Miles, J. M. In vivo regulation of lipolysis in humans. *J. Lipid Res***35**, 177–193 (1994).8169522

[38] Shao, X. et al. Peroxisome proliferator-activated receptor-gamma: master regulator of adipogenesis and obesity. *Curr. Stem Cell Res. Ther.***11**, 282–289 (2016).26018229 10.2174/1574888x10666150528144905

[39] Yeh, W. C., Cao, Z., Classon, M. & McKnight, S. L. Cascade regulation of terminal adipocyte differentiation by three members of the C/EBP family of leucine zipper proteins. *Genes Dev.***9**, 168–181 (1995).7531665 10.1101/gad.9.2.168

[40] Rosen, E. D., Walkey, C. J., Puigserver, P. & Spiegelman, B. M. Transcriptional regulation of adipogenesis. *Genes Dev.***14**, 1293–1307 (2000).10837022

[41] Zhang, H. X. et al. TRIM27 mediates STAT3 activation at retromer-positive structures to promote colitis and colitis-associated carcinogenesis. *Nat. Commun.***9**, 3441 (2018).30143645 10.1038/s41467-018-05796-zPMC6109048

[42] Di Iorgi, N., Rosol, M., Mittelman, S. D. & Gilsanz, V. Reciprocal relation between marrow adiposity and the amount of bone in the axial and appendicular skeleton of young adults. *J. Clin. Endocrinol. Metab.***93**, 2281–2286 (2008).18381577 10.1210/jc.2007-2691PMC2435643

[43] Argiles, J. M., Lopez-Soriano, J., Almendro, V., Busquets, S. & Lopez-Soriano, F. J. Cross-talk between skeletal muscle and adipose tissue: a link with obesity? *Med. Res. Rev.***25**, 49–65 (2005).15389734 10.1002/med.20010

[44] Corrales, P., Vidal-Puig, A. & Medina-Gomez, G. PPARs and metabolic disorders associated with challenged adipose tissue plasticity. *Int. J. Mol. Sci.***19**, 2124 (2018).10.3390/ijms19072124PMC607367730037087

[45] Ma, X., Wang, D., Zhao, W. & Xu, L. Deciphering the roles of PPARγ in adipocytes via dynamic change of transcription complex. *Front. Endocrinol.***9**, 473 (2018).10.3389/fendo.2018.00473PMC611091430186237

[46] He, W. et al. Adipose-specific peroxisome proliferator-activated receptor gamma knockout causes insulin resistance in fat and liver but not in muscle. *Proc. Natl Acad. Sci. USA***100**, 15712–15717 (2003).14660788 10.1073/pnas.2536828100PMC307633

[47] Wang, Z. W. et al. The role of leptin resistance in the lipid abnormalities of aging. *FASEB J.***15**, 108–114 (2001).11149898 10.1096/fj.00-0310com

[48] Rocchi, S. et al. A unique PPARγ ligand with potent insulin-sensitizing yet weak adipogenic activity. *Mol. Cell***8**, 737–747 (2001).11684010 10.1016/s1097-2765(01)00353-7

[49] Berger, J. P. et al. Distinct properties and advantages of a novel peroxisome proliferator-activated protein [gamma] selective modulator. *Mol. Endocrinol.***17**, 662–676 (2003).12554792 10.1210/me.2002-0217

[50] Tontonoz, P. & Spiegelman, B. M. Fat and beyond: the diverse biology of PPARγ. *Annu. Rev. Biochem***77**, 289–312 (2008).18518822 10.1146/annurev.biochem.77.061307.091829

[51] Mauvais-Jarvis, F. Sex differences in energy metabolism: natural selection, mechanisms and consequences. *Nat. Rev. Nephrol.***20**, 56–69 (2024).37923858 10.1038/s41581-023-00781-2

[52] Saavedra-Pena, R. D. M., Taylor, N., Flannery, C. & Rodeheffer, M. S. Estradiol cycling drives female obesogenic adipocyte hyperplasia. *Cell Rep.***42**, 112390 (2023).37053070 10.1016/j.celrep.2023.112390PMC10567995

[53] Nature journals raise the bar on sex and gender reporting in research. *Nature***605**, 396 (2022).10.1038/d41586-022-01218-935585338

[54] Zucker, I. & Prendergast, B. J. Sex differences in pharmacokinetics predict adverse drug reactions in women. *Biol. Sex. Differ.***11**, 32 (2020).32503637 10.1186/s13293-020-00308-5PMC7275616

# Supplementary material for: Ret finger protein deficiency attenuates adipogenesis in male mice with high fat diet-induced obesity
**Source:** Exp Mol Med. 2025 Sep 18;57(9):2052–66. doi: 10.1038/s12276-025-01553-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information (SI)

Ret finger protein deficiency attenuates adipogenesis in male mice with high fat diet-induced obesity

Yun-Gyeong Lee<sup>1,2,3,4</sup>, Anna Jeong<sup>1,2,4</sup>, Yongwoon Lim<sup>1</sup>, Sera Shin<sup>1</sup>, Hosouk Joung<sup>2</sup>, Hye Jung Cho<sup>2,5</sup>, Su-Jin Lee<sup>6</sup>, Hwang Chan Yu<sup>7</sup>, Hyung-Seok Kim<sup>6</sup>, Kwang-Il Nam<sup>2,5</sup>, Gwang Hyeon Eom<sup>1,2,3</sup>, Byung-Hyun Park<sup>7</sup>, So-Young Park<sup>8</sup>, Duk-Hwa Kwon<sup>1,2,4\*</sup>, Hyun Kook<sup>1,2,3,4\*</sup>

\* These authors contributed equally to this work

Correspondence to

Dr. Duk-Hwa Kwon, PhD

Department of Pharmacology,

Chonnam National University Medical School

Basic Medical Research Building (M4)

Chonnam National University Biomedical Research Center

264 Seoyang-ro, Hwasun-gun,

Jeollanamdo, 58128,

South Korea

OR

Prof. Hyun Kook, MD, PhD

Professor

Department of Pharmacology,

Chonnam National University Medical School

Basic Medical Research Building (M4)

Chonnam National University Biomedical Research Center

264 Seoyang-ro, Hwasun-gun,

Jeollanamdo, 58128,

South Korea

## Supplementary Figures

### Supplementary Table 1. List of primers for siRNA, PCR amplification, and chromatin immunoprecipitation

#### List of siRNA sequence

| Name            | Sense                | Antisense           |
|-----------------|----------------------|---------------------|
| <i>siRFP-#1</i> | GAGAGAUGCCAUACCUUUA  | UAAAGGUAUGGCAUCUCUC |
| <i>siRFP-#2</i> | GUGGUAUGGGAAAGAAUUAU | AUAUUCUUUCCCAUACCAC |

#### List of primer set sequence

| Name                     | Forward sequence      | Reverse sequence         |
|--------------------------|-----------------------|--------------------------|
| <i>RFP_human, mouse</i>  | CTCAGCCCCCAGAATGGATTC | CCATGGAATGACCATGATTCCCAA |
| <i>AP2_human</i>         | CTGGCATGGCCAAACCTAAC  | ACGCATTCCACCACCAGTTTA    |
| <i>Adipsin_human</i>     | GACAGCTGCAAGGGTGACTC  | CAACCAGATGCAGGAGTGGA     |
| <i>GAPDH_human</i>       | GGACTCATGACCACAGTCCA  | TCAGCTCAGGGATGACCTTG     |
| <i>AP2_mouse</i>         | AAAGAAGTGGGAGTGGGCTT  | GTGGTCGACTTTCCATCCCA     |
| <i>Adiponectin_mouse</i> | AAGGACAAGGCCGTTCTCT   | TATGGGTAGTTGCAGTCAGTTGG  |
| <i>Plin_mouse</i>        | GGGAAGCATCGAGAAGGTG   | TGTCGAGAAAGAGTGTTGGC     |
| <i>Adipsin_mouse</i>     | CCTGAACCCTACAAGCGATG  | CAACGAGGCATTCTGGGATAG    |
| <i>Lpl_mouse</i>         | GTAGACTGGTTGTATCGGGC  | CTAAGAGGTGGACGTTGTCTAG   |
| <i>GAPDH_mouse</i>       | AACGGATTTGGCCGTATTGG  | CATTCTCGGCCTTGACTGTG     |

#### List of primer set sequence for chromatin immunoprecipitation

| Name                    | Forward sequence        | Reverse sequence       |
|-------------------------|-------------------------|------------------------|
| <i>AP2_ChIP</i>         | ATGTCACAGGCATCTTATCCACC | AACCCTGCCAAAGAGACAGAGG |
| <i>Adiponectin_ChIP</i> | GGTGCTGGGAATTGA ACTCA   | CCTGTTTCCAGGCTTTGGCC   |

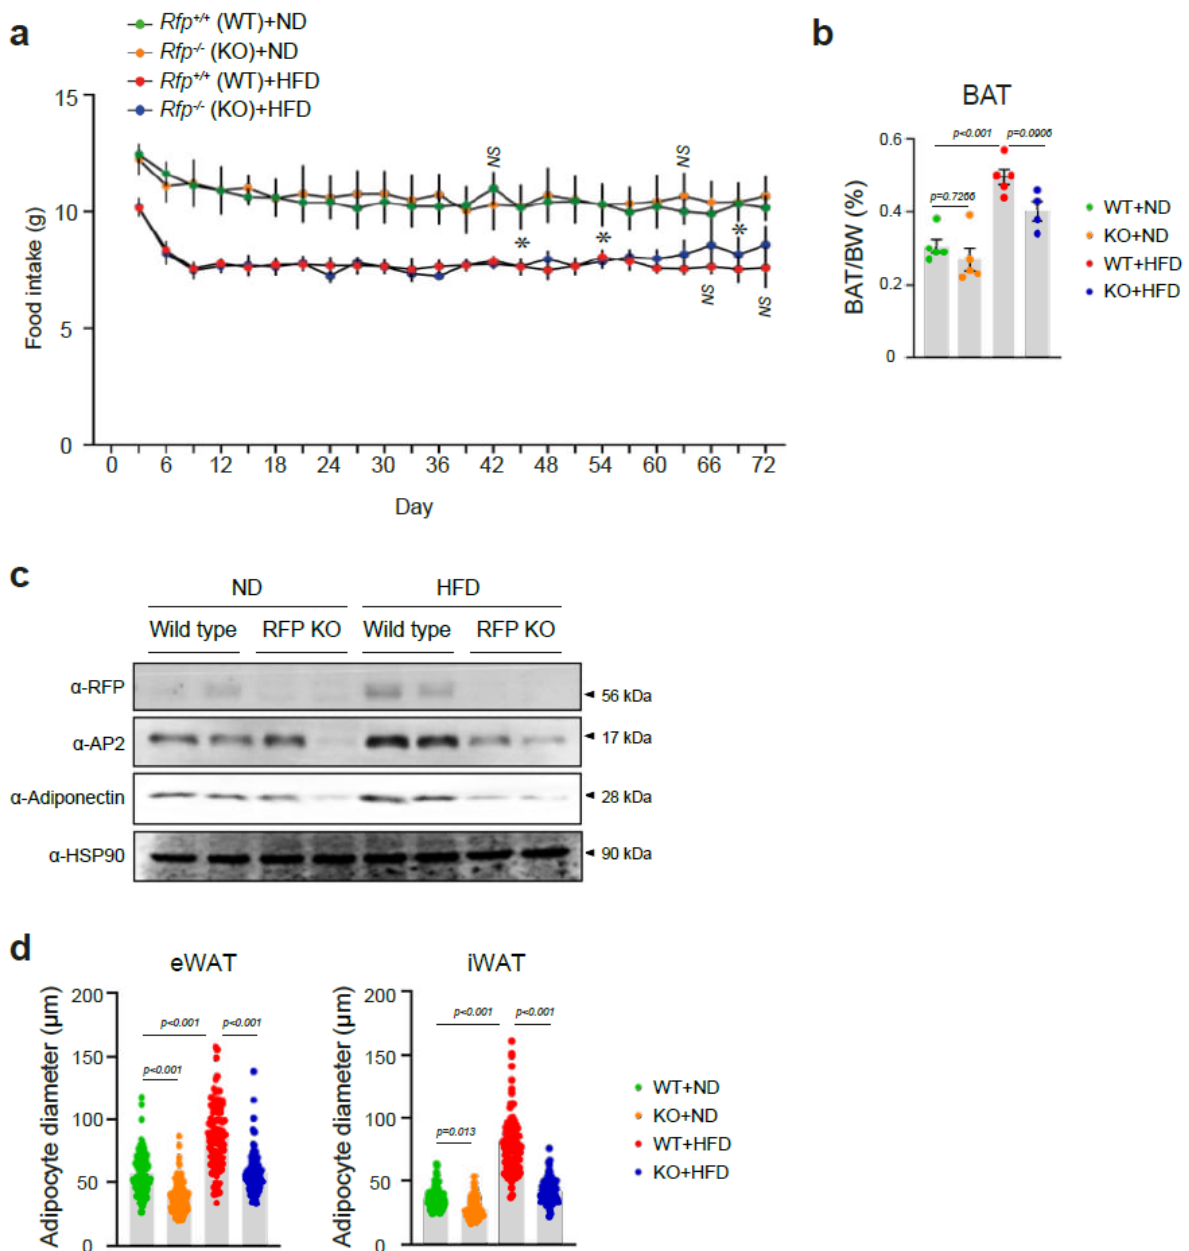

**Supplementary Fig 1. Metabolic phenotyping and adipose tissue characteristics in HFD-fed RFP KO mice.** **a** Food intake in ND or HFD fed WT and RFP KO mice.  $n=5$ . Statistical analysis was performed using one-way ANOVA with post hoc Tukey's test. **b** BAT weight in ND or HFD fed WT and RFP KO mice.  $n=4\sim5$ . Statistical analysis was performed using one-way ANOVA with post hoc Tukey's test. **c** Western blot analysis of adipose tissue from HFD-fed RFP KO mice. **d** Quantitative analysis of adipocyte size in adipose tissue sections from

HFD-fed mice. Statistical analysis was performed using two-way ANOVA with post hoc Tukey's test. All data are presented as mean  $\pm$  SEM.

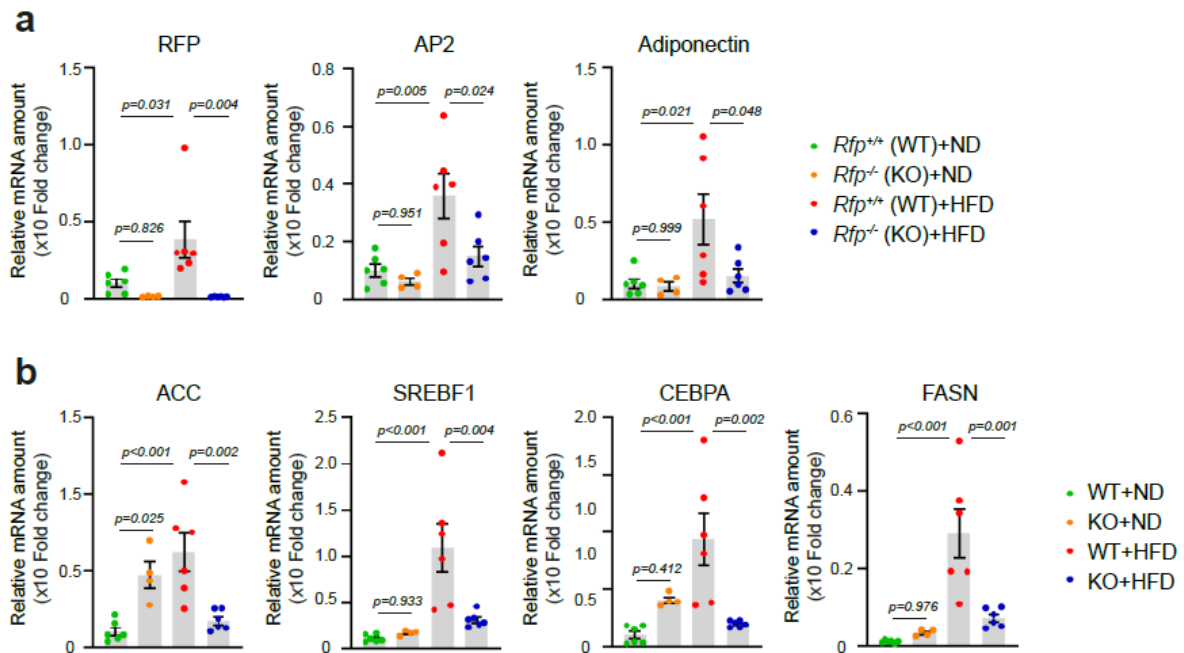

**Supplementary Fig 2. Changes in expression of metabolism-associated genes in HFD-fed**

**RFP KO mice. a** Quantitative PCR (qPCR) analysis of adipogenic genes in adipose tissue

from HFD-fed RFP KO mice. n=4~6. Statistical analysis was performed using two-way

ANOVA with post hoc Tukey's test. **b** Quantitative PCR (qPCR) analysis of lipogenic genes

in adipose tissue from HFD-fed RFP KO mice. n=4~6. All data are presented as mean  $\pm$

SEM.

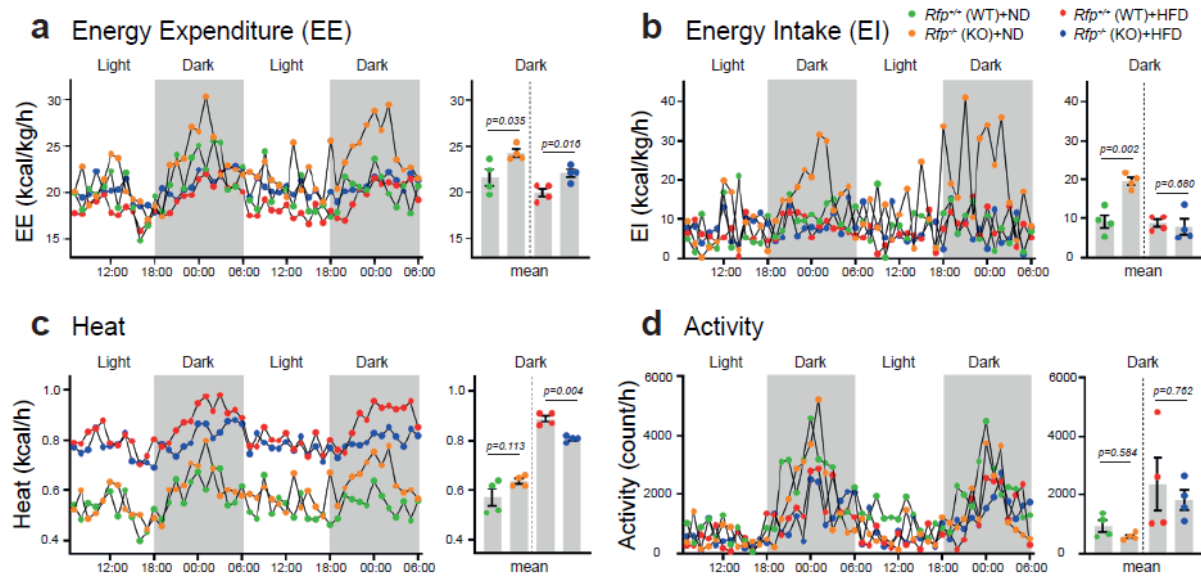

**Supplementary Fig 3. Indirect calorimetry analysis of energy metabolism in HFD-fed RFP KO mice.** Indirect calorimetry data showing energy expenditure (a), energy intake (b), activity (c), and heat production (d) in HFD-fed RFP KO mice and WT controls. Statistical analysis was performed using two-way ANOVA with post hoc Tukey's test. All data are presented as mean  $\pm$  SEM.

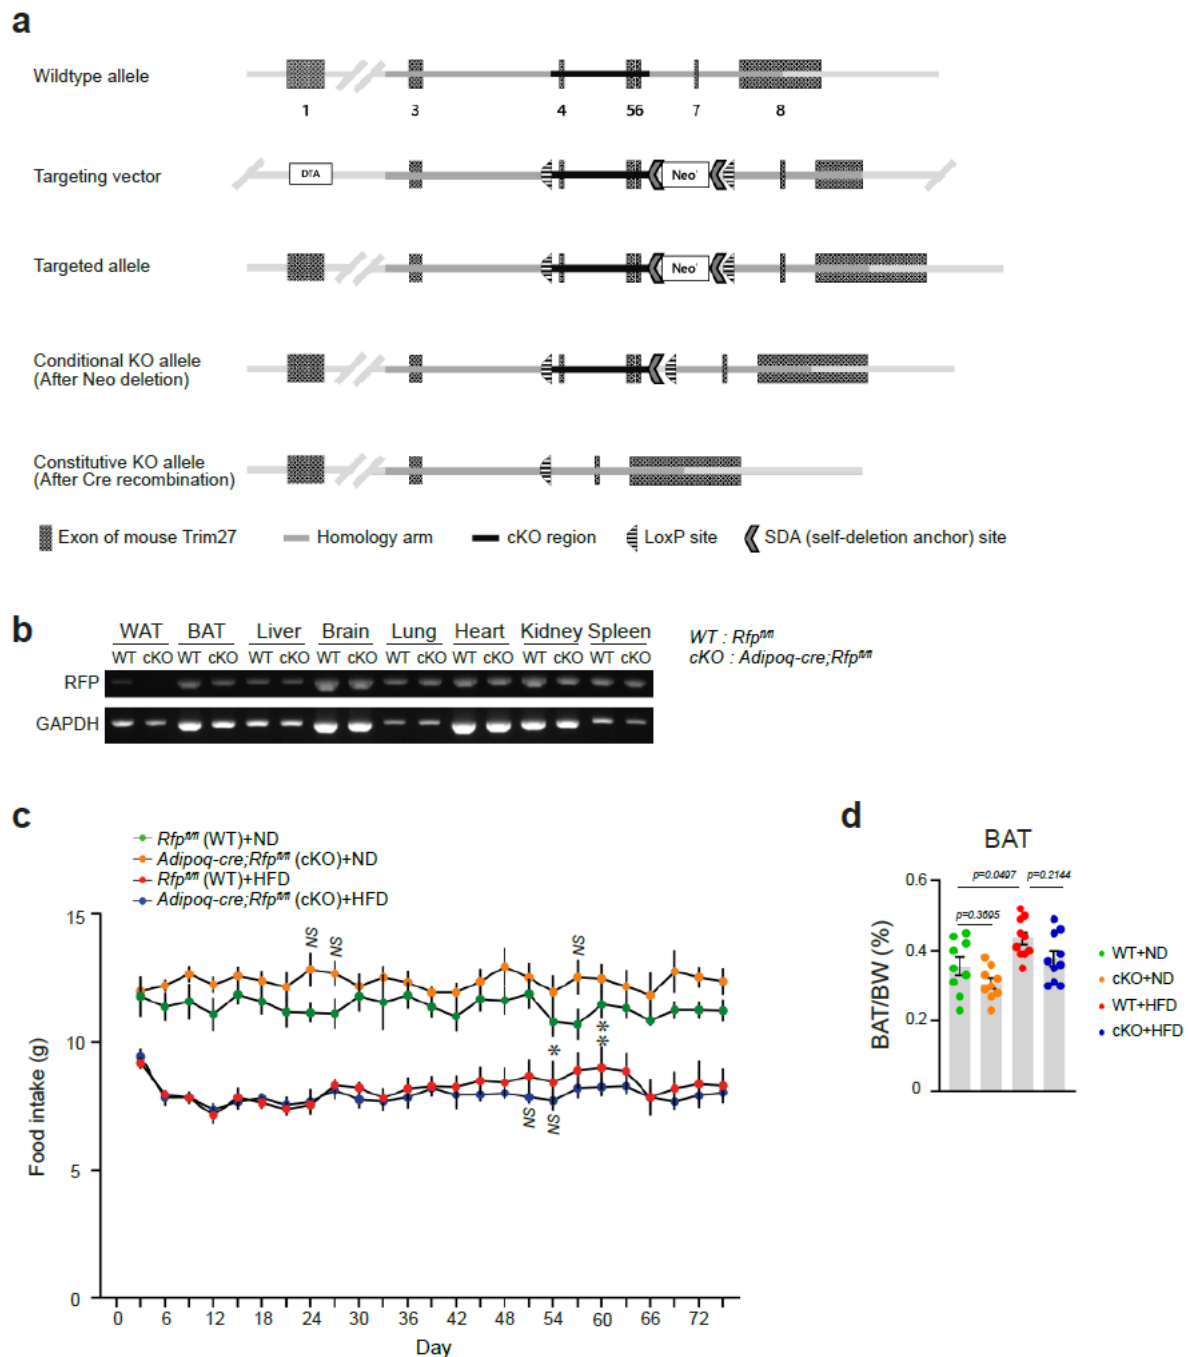

**Supplementary Fig 4. Generation and characterization of adipocyte-specific RFP**

**knockout (RFP cKO) mice.** **a** RFP cKO mice were generated by crossing *RFP<sup>lox/lox</sup>* mice with *Adipoq-cre* mice. **b** Efficiency of RFP deletion in white adipose tissue was confirmed by RT-PCR. **c** Food intake in ND or HFD fed RFP floxed and RFP cKO mice.  $n=9\sim10$ . Statistical analysis was performed using one-way ANOVA with post hoc Tukey's test. **d** BAT

weight in ND or HFD fed RFP floxed and RFP cKO mice. n=9~10. Statistical analysis was performed using one-way ANOVA with post hoc Tukey's test. All data are presented as mean  $\pm$  SEM.

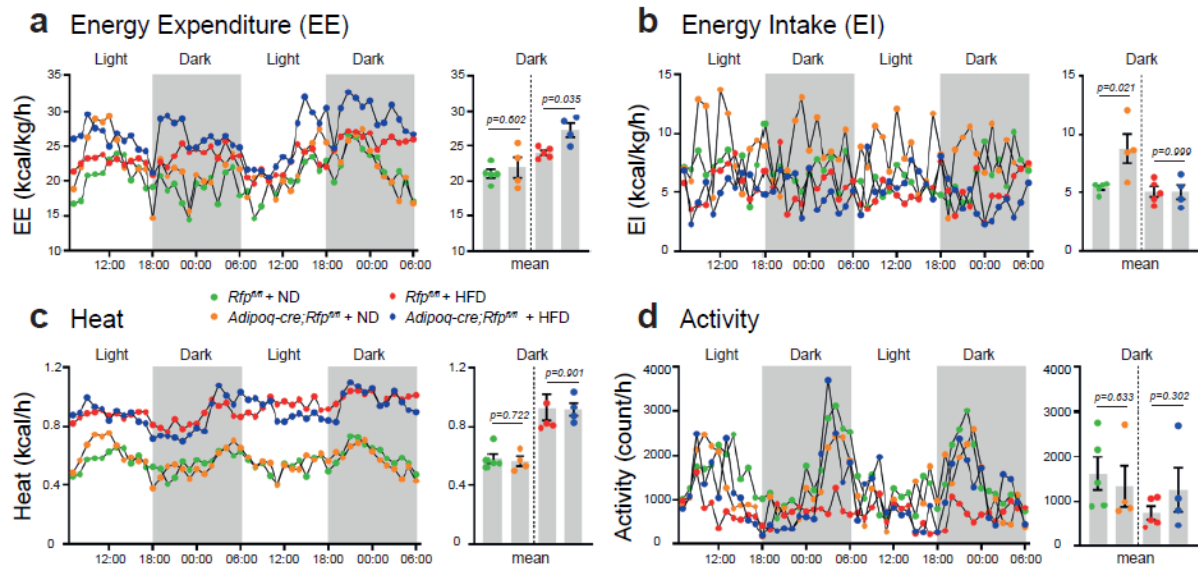

**Supplementary Fig 5. Indirect calorimetry analysis of energy metabolism in HFD-fed adipocyte-specific RFP knockout (RFP cKO) mice.** Indirect calorimetry data showing energy expenditure (a), energy intake (b), activity (c), and heat production (d) in HFD-fed RFP cKO mice and RFP floxed mice. n=4~5. Statistical analysis was performed using two-way ANOVA with post hoc Tukey's test. All data are presented as mean  $\pm$  SEM.

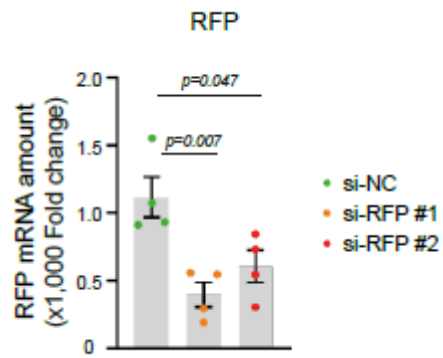

**Supplementary Fig 6. Validation of RFP knockdown in 3T3-L1 cells.** Quantitative PCR (qPCR) analysis confirmed efficient knockdown of RFP in both siRNA-treated groups compared with control group.  $n=4$ . Statistical analysis was performed using two-way ANOVA with post hoc Sidak's test. All data are presented as mean  $\pm$  SEM.

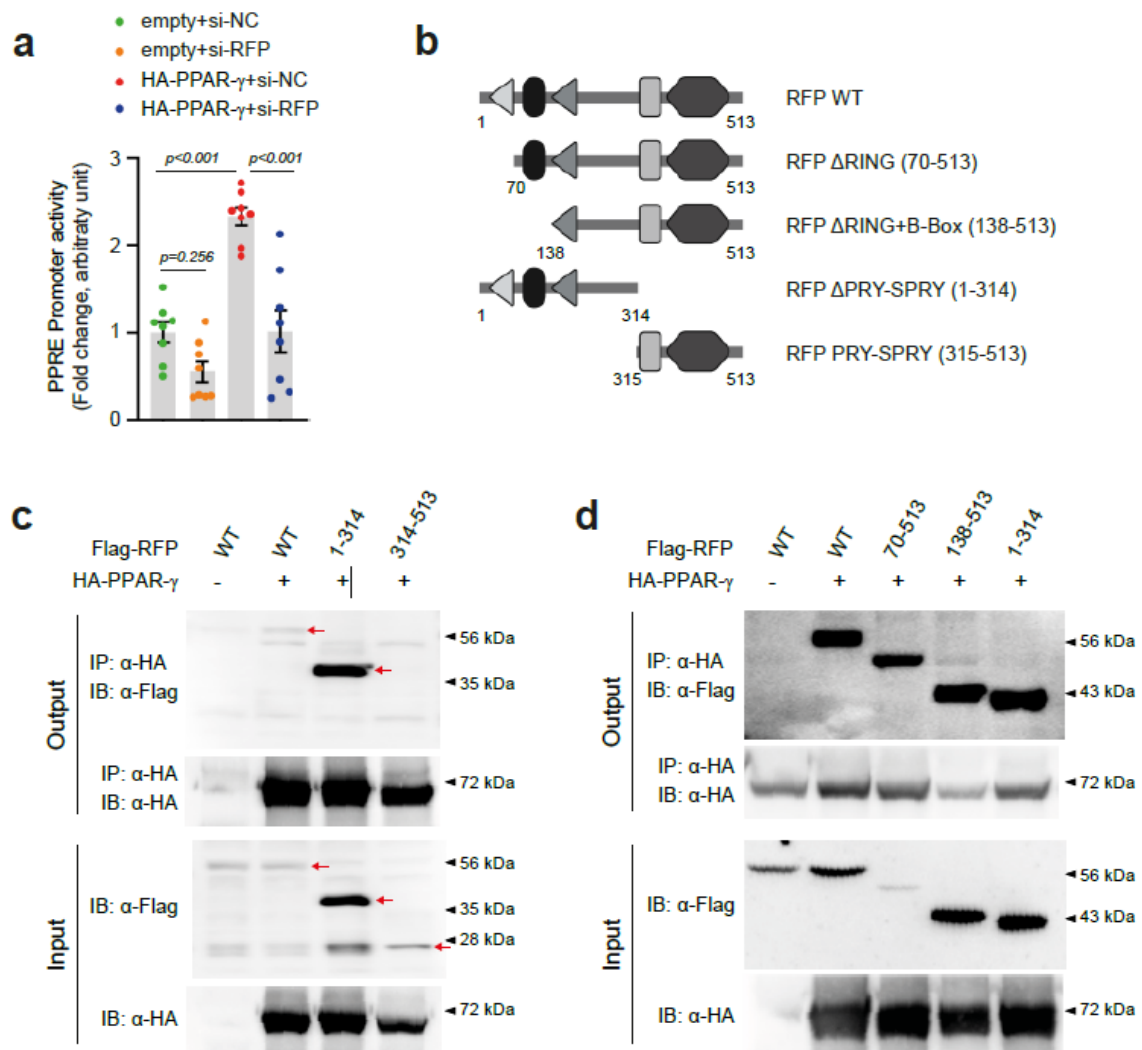

### Supplementary Fig 7. RFP interaction with PPAR-γ and identification of binding

**domain. a** Effect of RFP knockdown on PPRE promoter activity with direct repeat-1 (DR-1) repeats in 3T3-L1 cells.  $n=8$ . Statistical analysis was performed using one-way ANOVA with post hoc Sidak's test. **b** Full-length RFP and deletion constructs ( $\Delta$ RING: amino acids 70-513;  $\Delta$ RING+B-Box: amino acids 138-513;  $\Delta$ PRY-SPRY: amino acids 1-314; PRY-SPRY: amino acids 315-513) were used for domain mapping. **c, d** The coiled-coil domain of RFP plays a critical role in mediating its interaction with PPAR-γ. The red arrow point to the detected band. All data are presented as mean  $\pm$  SEM.

How the deposited data were processed for this re-analysis (not part of the article)

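eWAT from 3 male WT and 3 male RFP KO mice, fed a 60% high-fat diet for 12 weeks from 8 to 10 weeks of age, was sequenced as 1 library per mouse. The 12 weeks are given by the paper's sequencing methods and the submitters' description of the series. The paper's section on animals gives 10 or 12 weeks for the study. According to the paper, RNA was extracted with Trizol, libraries were made with the CORALL kit after poly(A) selection and read as paired ends of 100 bases, and reads were trimmed with Fastp, aligned with STAR and quantified with Salmon. The submitters' processing notes name FastQC, Trimmomatic, STAR and mm10, whereas the information sheet in the deposited workbook names GRCm39; no versions are given in the sources used here. The authors deposited a count for each gene and library as whole numbers, the log2 of TMM-normalized CPM plus 1, the fold of the group means (a ratio) and p-values and q-values for RFP KO-HFD against WT-HFD. The deposited p-values of all 15685 genes with more than 50 counts equal, within 0.001, those of an equal-variance linear model on the linear normalized CPM; the paper's text does not name the test behind them, and its general statistics section names tests for the whole study.

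The deposited counts were tested as they stand. Genes were kept by filterByExpr in edgeR 4.0.16 (min.count 10, min.total.count 15), which left 14706 of 40213 genes, and fitted with glmQLFit and glmQLFTest (robust) after TMM normalization in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment. The alternatives were DESeq2 1.42.0, limma 3.58.1 (voom, with and without a quality weight per library), RLE and upper-quartile factors, library totals only, no filter on low counts, at least 10 counts in every library, a linear model without moderation on log2(CPM + 1), the replicate number as a block, and each library left out in turn. The study's criteria were p at or under 0.05 and an absolute log2 fold change at or over 2. Values of tested genes per library are TMM-normalized CPM. Crisp1 and Spink8, which were not tested, the floors of 3 counts and the CPM levels at which genes were counted as present or missing in a library are CPM of the library's total. The samples, designs, alternatives, gene lists and the rule for named genes were fixed beforehand. Leaving out the libraries labelled RFP KO-HFD 1 and WT-HFD 2 together, restricting the test to protein-coding nuclear genes and using the authors' p-values were alternatives chosen after seeing the data.

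The 38 gene lists held 744 entries, of which 742 matched a gene of the deposited table; Ighm and Igkc did not. After the table was seen, the alternative names of the 13 mitochondrial genes were changed to the symbols it uses, and nothing else in the lists was changed. Lists with 5 or more tested genes, 34 in all, were tested with camera on voom values at an inter-gene correlation preset to 0.01, then with an estimated correlation and with fry, and the 4 with fewer genes (B cells and plasma cells, epididymal epithelium, male germ cells and myogenic factors) were not. In settings that left 5 or more of their genes, B cells and plasma cells did not pass (camera adjusted p from 0.51 to 0.988) and male germ cells passed. The 23 lists described one by one were chosen after the results were seen. The other 11 tested lists (triglyceride synthesis, lipolysis, thermogenic and beige fat, oxidative phosphorylation, insulin signalling, T and NK cells, skeletal muscle, red blood cells, apoptosis, RNA splicing and ER stress) had camera adjusted p from 0.0788 to 0.991, so that none of them passed in this test. With all 6 libraries, red blood cells passed with library totals (camera adjusted p = 0.0172), and T and NK cells (0.0305) and apoptosis (0.044) with the replicate number as a block; with 1 library left out, triglyceride synthesis, lipolysis, red blood cells, RNA splicing and T and NK cells each passed in at least 1 case. Lists of hepatocytes, smooth muscle and non-polyadenylated RNA were drawn up once the data had been seen and tested apart. Apart from some genes that are not reported here, the text names every gene the paper names, the 10 genes of smallest p in each direction (predicted genes passed over, since none passed the adjusted threshold), and up to 4 members of smallest p of each described list; Myod1 and Pax7, which the paper names, were too low to be tested. Genes outside the rule (Gm26917, Erp44, Tek, Kdr, Vwf, Adrb3, Nnat, Prm2, Tnp2, Myh11, Xist, albumin, Crisp1 and Spink8) were chosen after their values were seen.

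In data simulated from the counts, with 200 of 13848 genes changed, edgeR recovered 0 of 66 genes changed 16-fold when the spread of all 6 libraries was used, with 0 false calls, and DESeq2 recovered 47 of the 66 with 101 false calls. Limma-voom with quality weights also recovered 0 of the 66. The simulation gave every library the same spread, whereas in the data the library labelled RFP KO-HFD 1 stood apart, so these recoveries need not hold for the data. With the spread found without the library labelled RFP KO-HFD 1, edgeR recovered 5 of 67 genes changed 2-fold, 33 of 67 changed 4-fold and 56 of 66 changed 16-fold, with 7 false calls. A simulated list of 30 genes moved 2-fold had an adjusted p of 0.00284 with camera at the preset correlation and 0.861 with an estimated correlation at the spread of all 6 libraries, and an adjusted p of 0.00991 with an estimated correlation at the spread found without the library labelled RFP KO-HFD 1. Counting error alone puts a gene without counts at up to 0.174 to 0.616 CPM, for 3 counts of the library's total, and such floors cover counting error only. No pair of libraries within a group was a duplicate, the lowest chi-square per degree of freedom being 10.1.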

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

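The lists of hepatocytes and non-polyadenylated RNA, and the tests that weigh explanations of the 3 patterns described last, were chosen after the result was seen.

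Gene groups that the paper does not discuss were higher in RFP KO-HFD than in the WT-HFD libraries. The 13 genes of the mitochondrial genome were all higher, with a median log2 fold change of 2.16 (1.38 without the library labelled RFP KO-HFD 1) and ND6, ND5, ND4 and ND1 at 4.11, 3.48, 3.07 and 2.16 (camera adjusted p = 7.24e-15, adjusted p = 0.244 with an estimated correlation), 8 of them when adjusted over the list alone. Of 32 cytosolic ribosomal protein genes 30 were higher, with a median of 0.427 and Rpl18, Rps9 and Rps14 at 0.88, 0.92 and 0.95 (camera adjusted p = 3.44e-10, adjusted p = 0.244 with an estimated correlation), 0 when adjusted over the list alone. Of 25 interferon response genes 19 were higher, with a median of 1.18 (0.725 without the library labelled RFP KO-HFD 1) and Bst2, Zbp1 and Stat2 at 1.29, 1.51 and 1.13 (camera adjusted p = 2.54e-07, adjusted p = 0.231 with an estimated correlation), 1, Irf7, when adjusted over the list alone. Of 8 neutrophil genes 5 were higher and 3 lower, with a median of 1.29, with S100a9, Ngp and Retnlg at 6.03, 6.78 and 3.04 (camera adjusted p = 0.00134, adjusted p = 0.231 with an estimated correlation), 2, S100a9 and Ngp, when adjusted over the list alone. All 7 dendritic cell genes were higher, with a median of 2.98 and Flt3, Xcr1 and Clec9a at 5.14, 5.75 and 4.50 (camera adjusted p = 0.00664, adjusted p = 0.50 with an estimated correlation), and the median was 0.876 without the library labelled RFP KO-HFD 1. The 15 immediate early genes had a median of 0.772, with Zfp36, Junb and Fosb at 1.48, 1.78 and 4.23 (camera adjusted p = 0.00622, adjusted p = 0.244 with an estimated correlation, and a camera adjusted p of 0.0707 without that library). The dendritic cell genes at a p under 0.05 adjusted over the list alone were the 3 named, and no immediate early gene passed in that way. With the library labelled RFP KO-HFD 1 left out, ND6, ND5, ND4 and ND1 were at 2.18, 1.89, 1.79 and 1.42, S100a9 and Ngp at 3.59 and 3.51, Flt3, Xcr1 and Clec9a at 2.61, 2.50 and 1.98, and Fosb at 1.51. Of non-polyadenylated RNA all 9 genes were higher, also when adjusted over the list alone, with a median of 3.58 (camera adjusted p = 6.80e-21, adjusted p = 0.026 with an estimated correlation, and 0.134 without that library). Of hepatocyte genes all 29 were higher, also when adjusted over the list alone, with a median of 6.34 (camera adjusted p = 1.25e-25, adjusted p = 0.124 with an estimated correlation). Over all genes tested, no member of these lists passed edgeR's test.

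The library labelled RFP KO-HFD 1 lacked transcripts that the other 5 hold. Lower depth is argued against by the thinned libraries, of which the lowest of the others held 15406 genes. Random loss of molecules as the whole cause is argued against by 78 genes at 100 CPM or more that had no count, where the loss among genes of 10 to 30 CPM predicts 0.119. RFP deficiency is argued against by the genes absent from this library, whose median log2 ratio to WT-HFD in RFP KO-HFD 2 and 3 was -0.582, close to the -0.508 of all genes at 10 CPM or more in WT-HFD. A fault in this sample or its preparation was not tested and stays open.

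Hepatocyte genes were higher in all 3 RFP KO-HFD libraries, at 11770, 284 and 768 CPM of albumin (Alb) against 39.3 to 65.8 CPM in WT-HFD, and 23 of the listed genes were at 1 CPM or more in every WT-HFD library. The library labelled RFP KO-HFD 1 alone is argued against by a median log2 fold change of 3.27 without it, whereas Xist, expressed in females, had a log2 ratio of 3.71 between the libraries labelled RFP KO-HFD 1 and 3 against 3.94 ± 0.571 (SD over 29 genes) for hepatocyte genes, which is consistent with RNA or reads of a female animal although the mice were male. Liver RNA or reads would keep the genes in 1 ratio: their spread lay at the 0 percentile of matched lists between the libraries labelled RFP KO-HFD 1 and 3, but at the 59.9 percentile between RFP KO-HFD 3 and 2. That passes the bound of the 50th percentile set for excluding liver RNA, but resampled genes span 0.12 to 93.5, an allowance for spread that was added after the value was seen (as was an earlier, looser bound, since withdrawn), so this explanation is left open and not excluded. An effect of RFP deficiency cannot be told apart from it by the design, because the genotype is the only grouping. The prediction for such an effect, 1 level of albumin in the RFP KO-HFD libraries, was not borne out: albumin differed 41.4-fold between the libraries labelled RFP KO-HFD 1 and 2. Between RFP KO-HFD 3 and 2, Xist had a log2 ratio of 1.33 against 1.27 ± 0.626 (SD over 29 genes) for hepatocyte genes. An effect on hepatocyte genes does not by itself account for Xist in male mice.

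Macrophage, lysosome, matrix and fibroblast genes, 101 in all, had a median log2 fold change of -0.915. An origin in the library labelled RFP KO-HFD 1 alone cannot be told apart: without it the median was -0.718, with 82 genes lower and 19 higher, which meets the bound set for excluding it, but RFP KO-HFD 2, at -0.472 from the WT-HFD mean, lay above WT-HFD 2, at -0.554, an allowance for spread that was added after the value was seen. For the libraries labelled RFP KO-HFD 2 and 3, an even loss of all non-adipocyte cells is argued against by 7 endothelial genes that were higher without that library at a p under 0.05 adjusted over the list alone, although 3 others (Tek, Kdr and Vwf) were lower. An effect of RFP deficiency cannot be told apart from any other difference between the groups: by the same values the groups overlapped. The overlap was with WT-HFD 2 alone, as WT-HFD 1 and 3 lay at 0.301 and 0.266.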

How the results depend on the processing

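Leaving out the libraries labelled RFP KO-HFD 1 and WT-HFD 2 together, restricting the test to protein-coding nuclear genes and using the authors' deposited p-values were chosen after the result was seen. Where a value changed with a setting that drops no library or gene, the cause was not tested. Genes at an adjusted p under 0.05 numbered 0 with edgeR, where 992 had an unadjusted p under 0.05, 473 with DESeq2, 1059 with limma-voom with quality weights, 1 with a linear model without moderation, 507 without the libraries labelled RFP KO-HFD 1 and WT-HFD 2, and 0 to 2 with 1 library left out, 2 being the number without the library labelled RFP KO-HFD 1; RLE, upper-quartile factors, library totals, both filters, limma-voom and protein-coding nuclear genes gave 0. Genes at the study's criteria, 675 with edgeR, numbered 1468 with DESeq2, 1457 with no filter on low counts, 359 with at least 10 counts in every library, 1014 with limma-voom with quality weights, 228 with a linear model without moderation, 0 with adjusted p in place of p, 162 with the authors' deposited p, and 391 to 1602 with 1 library left out, the lowest without WT-HFD 1 (405 without WT-HFD 3) and the highest without the library labelled RFP KO-HFD 2. The share of them lower in RFP KO-HFD, 34.5% with edgeR, was 42.3% with DESeq2, 50.9% with library totals, 41.2% with no filter on low counts, 12.8% with at least 10 counts in every library, 75.3% with limma-voom, 57.5% with quality weights, 66.7% without moderation, 43.7% without the libraries labelled RFP KO-HFD 1 and WT-HFD 2, 38.7% at an absolute fold change at or over 2, 90.7% with the authors' deposited p, and 28.7% to 59.4% with 1 library left out, the highest without the library labelled RFP KO-HFD 2. Lists at an adjusted p under 0.05 numbered 16 with camera, 0 with an estimated correlation and 0 with fry, and 13 to 21 with 1 library left out. Lipid genes at the study's criteria, 8 in all, numbered 14 at an absolute fold change at or over 2 and 4 to 12 with 1 library left out, the lowest without WT-HFD 3, with 5 without WT-HFD 1 and 5 without the library labelled RFP KO-HFD 1. The first principal component held 75.4% of the variance over all genes tested.

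Trim27 was lower under every setting, with a log2 fold change of -2.59 both with quality weights (adjusted p = 0.0356) and without the libraries labelled RFP KO-HFD 1 and WT-HFD 2 (adjusted p = 0.0402), where it passed, and -2.83 to -1.36 with 1 library left out, where it did not. Of 117 named genes under 18 settings, 1850 values kept the sign and side of the threshold found with edgeR, 156 passed where edgeR's did not, and 42 had the opposite sign without passing. With library totals the log2 fold change of Adipoq was -0.399, the log2 fold change of Plin1 -0.494, the log2 fold change of Lpl -0.0183, the log2 fold change of Cebpa -0.444 and the log2 fold change of Srebf1 -0.0336. No filter on low counts gave -0.00811 for Adipoq, -0.0531 for Plin1 and -0.0637 for Cebpa. In the same order of genes, limma-voom gave -3.6, -1.96 and -0.319, and the model without moderation -3.05, -2.64 and -0.296. At least 10 counts in every library removed Adipoq. The log2 fold change of Acaca was 0.0177 with DESeq2, 0.0274 with RLE, 0.0489 with upper-quartile factors, 0.00567 with quality weights and 0.00858 over protein-coding nuclear genes. The log2 fold change of Gapdh was 0.0048 with RLE, 0.0381 with upper-quartile factors and 0.101 with quality weights, and Lpl at -0.0652 with quality weights. Without the libraries labelled RFP KO-HFD 1 and WT-HFD 2, Lpl was at -0.106, Acaca at 0.0577 and Gapdh at 0.11. With 1 library left out, Adipoq ranged from -0.491 to 0.627, Plin1 from -0.894 to 0.584, Cebpa from -0.592 to 0.442, Acaca from -0.74 to 0.362 and Gapdh from -0.4 to 0.255, each lowest without the library labelled RFP KO-HFD 3 and highest without the library labelled RFP KO-HFD 1.

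Of 23 lists under 14 settings, 247 values kept the direction and side of the threshold, 48 no longer passed, 6 passed anew and 20 changed direction. Adjusted p in the changed direction was 0.805 with fry for adipocyte identity, PPAR-gamma target genes, beta-oxidation and lipid transport and 0.964 for adipogenic transcription factors. It was 0.766 with library totals for endothelium, and without the libraries labelled RFP KO-HFD 1 and WT-HFD 2 it was 0.426 for beta-oxidation, 0.822 for lipid transport and 0.0154 for endothelium. With 1 library left out, adjusted p ranged from 4.42e-04 to 0.986 for adipocyte identity, 0.00821 to 0.933 for PPAR-gamma target genes, 0.417 to 0.894 for de novo lipogenesis, 0.0481 to 0.911 for beta-oxidation and 0.00357 to 0.953 for endothelium. The lowest was without the library labelled RFP KO-HFD 1, apart from de novo lipogenesis (RFP KO-HFD 3) and beta-oxidation (RFP KO-HFD 2).

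The replicate numbers are not said to mark a shared litter, cage or batch, and the correlations of the deviations of equal numbers from their group means were 0.0428, 0.0473 and 0.0893, although each library correlated best with its own number, a hint from the data. With the number as a replicate block, 0 genes were at an adjusted p under 0.05 by edgeR, where 393 had an unadjusted p under 0.05, 290 met the study's criteria with 46.2% lower, and 17 lists passed, macrophages no longer among them (camera adjusted p = 0.0683). Then the log2 fold change of Adipoq was -0.894, the log2 fold change of Plin1 -0.924 and the log2 fold change of Cebpa -0.256, and adjusted p was 0.768 for adipocyte identity and 0.456 for endothelium, both in the changed direction. Depth limits the library labelled RFP KO-HFD 1 most, in which 3 counts are 0.616 CPM.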

Differences from the paper's values

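The comparison with the authors' deposited table, the settings without the libraries labelled RFP KO-HFD 1 and WT-HFD 2 together and the fold change of 2 with a library left out were chosen after the result was seen.

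The paper's adiponectin mRNA in RFP KO-HFD relative to WT-HFD, measured by qPCR, was about 0.29 in Supplementary Fig. 2a, read by eye, and the sequencing gave 1.04. The library labelled RFP KO-HFD 1, without a count, widens the replicate SD of this ratio to 0.91, more than the gap, so the 2 values are set apart by their ratio of over 1.5 alone. By that ratio all alternatives set before the data were examined that kept the gene also differ, but on both sides of the paper's value: limma-voom, at 0.0825, and the linear model without moderation, at 0.121, lie below it, and the others lie above it, up to 1.54 without the library labelled RFP KO-HFD 1. The filter of at least 10 counts in every library removed it. The paper's SREBF1 mRNA was about 0.28 in Supplementary Fig. 2b, read by eye, and the sequencing gave 1.29. All alternatives set before the data were examined differ as well, from 0.977 with library totals only to 1.51 without the library labelled RFP KO-HFD 2. The paper's RFP mRNA was about 0.03 in Supplementary Fig. 2a, read by eye, and the sequencing gave 0.304. That gap lies within the replicate SD of 0.282, which the library labelled RFP KO-HFD 1 widens. It exceeded this SD with RLE (0.314), with upper-quartile factors (0.33) and without WT-HFD 2 (0.351), RFP KO-HFD 2 (0.39) or RFP KO-HFD 3 (0.371). The qPCR and the sequencing need not have used the same mice.

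The paper shows most genes at its criteria as lower in RFP KO-HFD (Fig. 6a), whereas with edgeR 34.5% were lower. Among the settings run, library totals only gave 50.9%, limma-voom with quality weights 57.5%, leaving out the library labelled RFP KO-HFD 2 59.4%, a linear model without moderation 66.7% and limma-voom 75.3%; the authors' deposited table, used after seeing the data, gave 90.7%. The paper states that more lipid genes were lower than higher (Fig. 6d), and over the lists used here 3 were lower and 5 higher with all libraries. The 5 were Elovl3, Ppara, Apob, Apoc1 and Slc27a2, at 4.28, 2.94, 6.30, 3.09 and 5.14 with all libraries and 1.11, 0.64, 3.28, 1.67 and 1.96 without the library labelled RFP KO-HFD 1, where hepatocyte transcripts took 4.44% of the counts. More were lower without the library labelled RFP KO-HFD 1 (3 lower, 2 higher) and without WT-HFD 2 (4 lower, 3 higher). In settings chosen after seeing the values, more were also lower without both libraries (6 lower, 4 higher) and, at an absolute fold change of 2 or more, without RFP KO-HFD 1 (19 lower, 17 higher), without both (26 lower, 16 higher), without WT-HFD 1 or 3 (4 lower, 3 higher each) and without WT-HFD 2 (10 lower, 3 higher). It states that beta-oxidation and lipid transport were suppressed, and here their camera adjusted p was 0.282 and 0.511. The Fig. 6e legend has both its adipogenesis and its obesity set lower in RFP KO-HFD, and here adipocyte identity had a median log2 fold change of 0.152, while macrophage genes, at -0.686, and Fasn, at -2.10, were lower. These lists are not the paper's gene sets.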

Other observations

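The test of scale, the list of smooth muscle genes and the counts over 9 categories without the library labelled RFP KO-HFD 1 at the lower fold change were chosen after the result was seen.

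WT-HFD 2 held transcripts of the epididymis, the organ that the fat pad adjoins: Crisp1 was at 488 CPM and Spink8 at 602 CPM of the library's total, against at most 1.58 CPM of either in the other 5 libraries. All 12 smooth muscle genes were lower in RFP KO-HFD, with a median log2 fold change of -3.79 (camera adjusted p = 0.0025, adjusted p = 0.368 with an estimated correlation), and -3.24 without the library labelled RFP KO-HFD 1. The list's median difference from the WT-HFD mean was 2.91 in WT-HFD 2, against -1.36 and -1.54 in WT-HFD 1 and 3 and -1.73 in RFP KO-HFD 2, and without the libraries labelled RFP KO-HFD 1 and WT-HFD 2 the median log2 fold change was -0.981. Transcripts of male germ cells were found in the library labelled RFP KO-HFD 2, the protamine Prm2 at 222.9 CPM and the transition protein Tnp2 at 129 CPM, against at most 6.06 and 3.19 CPM in the other 5 libraries. With all 6 libraries that list had too few genes to be tested; 5 genes were tested without WT-HFD 1 and without WT-HFD 3, and the list was higher in RFP KO-HFD (camera adjusted p = 2.2e-07 and 1.18e-06, with no estimated correlation computed).

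Without the library labelled RFP KO-HFD 1, at an absolute fold change of 2 or more, 29.8% of the 121 genes of lipid metabolism met p at or under 0.05, against 14.5% of all genes (two-sided Fisher's exact test, adjusted p = 1.15e-04 over 9 categories), 17 higher and 19 lower in RFP KO-HFD. Of 61 genes of adipogenesis 14 were higher and 2 lower (adjusted p = 0.0295), and of 26 cell cycle genes 10 were lower and 0 higher (adjusted p = 0.00681). Of 84 immune genes 13 were higher and 12 lower (adjusted p = 0.0012), none of 29 genes of RNA splicing met these criteria (adjusted p = 0.0295), and the other 4 categories had adjusted p from 0.164 to 0.77. Genes are not independent replicates.

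One hypothesis was that DNA of another strain around the targeted allele changes neighbouring genes. The median absolute log2 fold change of 45 genes within 5 Mb of Trim27 lay at the 88.3 percentile of 10000 expression-matched lists without the library labelled RFP KO-HFD 1, and at the 96.1 percentile with all libraries. The prediction made beforehand put the hypothesis aside under the 90th percentile, and the first of these values lies below that and the second above. Resampled genes span 14.8 to 100 without that library, a spread that was allowed for after the value was seen, so the hypothesis is neither borne out nor excluded.

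Another hypothesis was that the scale of the test sets the direction of the genes at the study's criteria. An equal-variance linear model on linear CPM, run on the counts of all 40213 genes without a filter, gave 166 genes of which 92.2% were lower in RFP KO-HFD, and the same model on log2(CPM + 1) of all these genes gave 246 genes of which 70.7% were lower (over the 14706 genes kept by the filter, 228 genes and 66.7%). The deposited p-values equal those of the linear-scale model, so its share was close to fixed in advance and is no independent support. From the linear to the log2 scale the share moved from 92.2% to 70.7%, part of the way to the 34.5% of edgeR. Most genes were still lower on the log2 scale, so the scale alone does not account for the direction.

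Splits of the 6 libraries into other groups of 3 are too few, at 10, for a share under 0.05. The real split gave 675 genes at the study's criteria and was the only one (1 of 10) to give as many, the highest other giving 369. At an adjusted p under 0.05 the real split and every other split (10 of 10) gave 0 genes by edgeR, where 992 genes in the real split had an unadjusted p under 0.05 and DESeq2 gave 473. It gave 16 lists, as many as 2 of 10 splits, and the highest other gave 19.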
